# Tumor-promoting function and prognostic significance of the RNA-binding protein T-cell intracellular antigen-1 in esophageal squamous cell carcinoma

**DOI:** 10.18632/oncotarget.7937

**Published:** 2016-03-06

**Authors:** Junichi Hamada, Katsutoshi Shoda, Kiyoshi Masuda, Yuji Fujita, Takuya Naruto, Tomohiro Kohmoto, Yuko Miyakami, Miki Watanabe, Yasusei Kudo, Hitoshi Fujiwara, Daisuke Ichikawa, Eigo Otsuji, Issei Imoto

**Keywords:** T-cell intracellular antigen-1, isoform, oncogene, RNA-binding protein, esophageal squamous cell carcinoma

## Abstract

T-cell intracellular antigen-1 (TIA1) is an RNA-binding protein involved in many regulatory aspects of mRNA metabolism. Here, we report previously unknown tumor-promoting activity of TIA1, which seems to be associated with its isoform-specific molecular distribution and regulation of a set of cancer-related transcripts, in esophageal squamous cell carcinoma (ESCC). Immunohistochemical overexpression of TIA1 ectopically localized in the cytoplasm of tumor cells was an independent prognosticator for worse overall survival in a cohort of 143 ESCC patients. Knockdown of TIA1 inhibited proliferation of ESCC cells. By exogenously introducing each of two major isoforms, TIA1a and TIA1b, only TIA1a, which was localized to both the nucleus and cytoplasm, promoted anchorage-dependent and anchorage-independent ESCC cell proliferation. Ribonucleoprotein immunoprecipitation, followed by microarray analysis or massive-parallel sequencing, identified a set of TIA1-binding mRNAs, including *SKP2* and *CCNA2*. TIA1 increased SKP2 and CCNA2 protein levels through the suppression of mRNA decay and translational induction, respectively. Our findings uncover a novel oncogenic function of TIA1 in esophageal tumorigenesis, and implicate its use as a marker for prognostic evaluation and as a therapeutic target in ESCC.

## INTRODUCTION

Esophageal cancer is the eighth most common cancer worldwide, and the sixth most common cause of death from cancer [1]. Despite the advances in multimodal therapies, the outcome of this disease remains poor [2]. In Asian countries, including Japan, esophageal squamous cell carcinoma (ESCC) lacking accessible genomic characteristics accounts for > 90% of esophageal cancers [3]. The identification of deregulated molecules that lead to unrestrained cell growth and/or cell death evasion during carcinogenesis is needed for the establishment of novel prognostic markers and therapeutic targets to guide individualized treatment of ESCC.

RNA-binding proteins (RBPs) coordinate the lives of mRNAs by contributing to various post-transcriptional modification processes under both physiological and pathological conditions [4, 5]. Given the central role of RBPs in the regulation of gene expression, malfunction of RBP or mutations in the RNA elements they recognize can lead to cancer development and progression. Indeed, several RBPs have been reported to be involved in carcinogenesis by increasing or decreasing expression of various genes [6–8]. In addition, a global comparison of the transcriptional profiles in the Cancer Genome Atlas Pan-Cancer Dataset revealed that a significant change in RBP expression occurs and contributes to the dysregulated transcription of a set of oncogenes and tumor-suppressor genes across most cancer types [9]. However, the significance of RBPs in carcinogenesis remains primarily unknown.

The T-cell intracellular antigen-1 gene (*TIA1*) encodes TIA1 protein, a cytotoxic granule-associated RBP that possesses nucleolytic activity against cytotoxic lymphocyte (CTL) target cells [10]. TIA1 also acts as a stress-induced inhibitor of translation by localizing to stress granules (SGs) with polyA RNA and contributes to the induction of apoptosis in CTL targets [11–13]. The two alternative splice transcripts, *TIA1 variant 1* (*TIA1-v1*, NM_022173.2) and *variant 2* (*TIA1-v2*, NM_022037.2), which lack and include exon 5, respectively, encode two different isoforms, TIA1b (or TIA1 isoform 2, NP_071505.2) and TIA1a (or TIA1 isoform 1, NP_071320.2), respectively [14]. 

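The TIA1 gene lies on the minus strand of chromosome 2 of GRCh37 from 70436576 to 70475792. In the GENCODE annotation, exon 5 of 13 of a TIA1 transcript that includes it runs from 70456191 to 70456223. It is a coding exon of 33 nucleotides, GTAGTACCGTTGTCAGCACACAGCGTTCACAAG on the transcript strand. The transcript with exon 5 translates to 386 amino acids and the same transcript without it to 375, and the 11 amino acids that exon 5 adds read SSTVVSTQRSQ. On the microarrays of KYSE180 cells, an established ESCC cell line, a pair of TIA1 probes was detected, both listed under a single TIA1 transcript, so that the variants were not told apart here. The log2 signal of TIA1, scaled to the 75th percentile of its array, was -0.76 ± 0.69 (SD, n = 2) in TIA1 immunoprecipitates and -0.47 ± 0.02 (SD, n = 2) in total RNA. This difference lay within the spread between replicates (adjusted p = 0.933 from limma). The pair of probes moved in opposite directions on the means, with log2 ratios of -1.24 and 0.65. In total RNA replicates 1 and 2, the first probe stood at 0.20 and 2.28 and the other at -1.17 and -3.19. These shifts cancel in the mean of the probes, so the SD of 0.02 understates the spread. Against total RNA replicate 1, both probes were higher in TIA1 RIP replicate 1 and lower in TIA1 RIP replicate 2.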

Although several reports refer to the relationship between TIA1 and epithelial carcinogenesis [14], the significance of TIA1 and/or its isoforms in ESCC remains unclear.

In this study, we first report the importance of TIA1, particularly the TIA1a isoform, as a molecule exerting oncogenic activity by ectopically localizing to the cytoplasm and increasing/decreasing the expression of a set of cancer-related genes, including SKP2 and CCNA2, in the malignant progression of ESCC.

## RESULTS

### TIA1 protein expression and its association with the clinicopathological characteristics in ESCC

To determine the clinical significance of TIA1 in esophageal carcinogenesis, immunohistochemical staining (IHC) was performed in surgically resected tissues (Figure 1A). TIA1 immunoreactivity was observed primarily in the nucleus of normal esophageal epithelia and in dysplasic lesions, which displayed higher TIA1 immunoreactivity than the normal mucosa. In carcinoma *in situ* and advanced cancers, TIA1 staining was observed in both the cytoplasm and the nucleus, and cytoplasmic TIA1 immunoreactivity was higher in advanced cancers than in carcinoma *in situ*. Notably, higher immunoreactivity toward Ki-67, a cell proliferation marker, was observed preferentially in tumor cells with higher cytoplasmic TIA1 immunoreactivity (Figure 1B), suggesting that cytoplasmic TIA1 promotes the proliferation of ESCC cells [15, 16]. A similar pattern of TIA1 immunoreactivity was observed in squamous cell carcinomas of other tissues (Supplementary Figure S1A).

**Figure 1:**
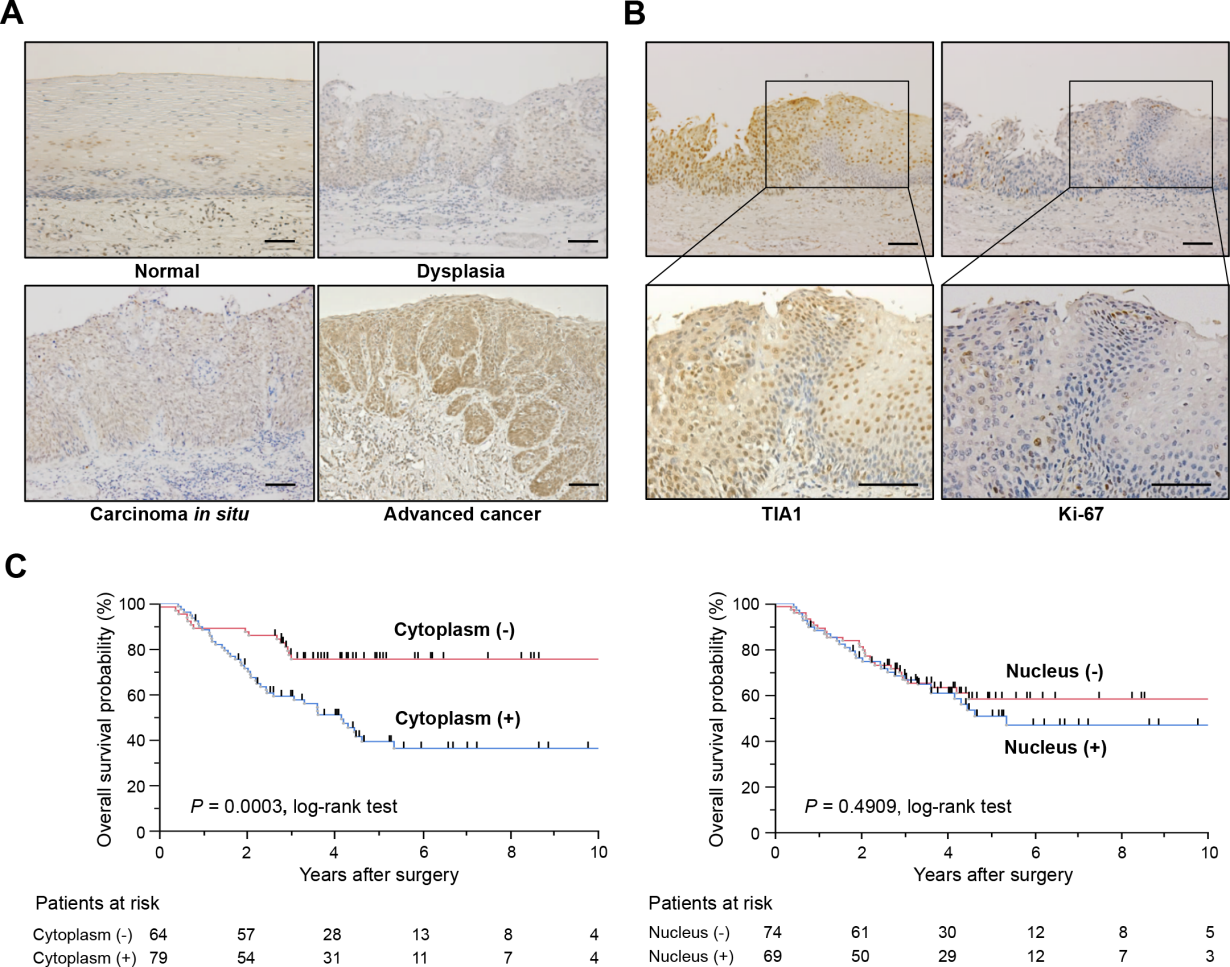
TIA1 protein overexpression and localization and its association with overall survival in primary ESCC tumors (**A**) Representative results of the immunohistochemical detection of TIA1 protein in normal mucosa, dysplasia, carcinoma *in situ* and advanced squamous cell carcinoma of the esophagus. Scale bars: 40 μm. (**B**) Representative results of the immunohistochemical detection of TIA1 and Ki-67 in serial sections of primary ESCC tissues. Scale bars: 40 μm. (**C**) Kaplan–Meier curves for overall survival rates of 143 ESCC patients according to the cytoplasmic (left) and nuclear (right) expression levels of TIA1 protein. The log-rank test was used for statistical analysis. Differences resulting in values of *P* < 0.05 are considered statistically significant.

We then examined the clinicopathological significance of TIA1 expression in primary ESCC tumors based on the IHC staining pattern (Supplementary Figure S1B). Among 143 cases, positive cytoplasmic and nuclear TIA1 immunoreactivities were observed in 79 (55.2%) and 69 (48.3%) patients, respectively, based on their intensity scores (Table 1). Because positive cytoplasmic and nuclear TIA1 immunoreactivities were detected at the same levels between patients with and without neoadjuvant chemotherapy with 5-fluorouracil plus cisplatin (FP, Supplementary Tables S1 and S2), we combined all patients for further analyses. No significant association was observed between any clinicopathological factors and nuclear or cytoplasmic TIA1 immunoreactivity (Table 1). Kaplan–Meier survival estimates showed that positive cytoplasmic TIA1 immunoreactivity was significantly associated with worse overall survival in all 143 cases (*P* = 0.0003), but nuclear TIA1 immunoreactivity was not (Figure 1C). No synergistic effect between positive cytoplasmic and nuclear TIA1 immunoreactivities on overall survival was observed even after dividing ESCC cases into four groups according to both cytoplasmic and nuclear TIA1 staining patterns (Supplementary Figure S1C). In the Cox proportional hazards regression model, cytoplasmic TIA1 immunoreactivity, lymphatic invasion, venous invasion, pT and pN categories, and preoperative therapy procedures were statistically significant prognosticators for overall survival by univariate analyses (Table 2). Multivariate analyses showed that cytoplasmic TIA1 immunoreactivity and pT and pN categories were independent predictive factors regardless of the models used (Table 2), suggesting that overexpressed TIA1 is involved in the development and progression of ESCC through cytoplasmic localization.

**Table 1:** Association between clinicopathological characteristics and TIA1 expression

Clinicopatho logical factors	*n*	TIA1 immunoreactivity (Cytoplasm)		*P* value^a^	TIA1 immunoreactivity (Nucleus)		*P* value^a^	TIA1 immunoreactivity (Whole)		*P* value^a^
		Positive (%)	Negative (%)		Positive (%)	Negative (%)		Positive (%)	Negative (%)	
Total	143	79 (55.2)	64 (44.8)		69 (48.3)	74 (51.7)		67 (46.9)	76 (53.1)	
Gender										
Male	117	69 (59.0)	48 (41.0)	0.0574	53 (45.3)	64 (54.7)	0.1329	57 (48.7)	60 (51.3)	0.7523
Female	26	10 (38.5)	16 (61.5)		16 (61.5)	10 (38.5)		10 (38.5)	16 (61.5)	
Age										
Mean ± SD (yr)	63.2 ± 7.3	62.8 ± 7.5	63.7 ± 6.9	0.4047	62.7 ± 6.5	63.7 ± 7.9	0.5228	62.7 ± 6.59	63.6 ± 7.84	0.4924
Location^b^										
Upper	27	12 (44.4)	15 (55.6)	0.1526	14 (51.9)	13 (48.1)	0.5404	12 (44.4)	15 (55.6)	0.9272
Middle	69	36 (52.2)	33 (47.8)		30 (43.5)	39 (56.5)		32 (46.4)	37 (53.6)	
Lower	47	31 (66.0)	16 (34.0)		25 (53.2)	22 (46.8)		23 (48.9)	24 (51.1)	
Histopathological grading^c^										
Well and moderately differentiated	96	55 (57.3)	41 (42.7)	0.4822	46 (47.9)	51 (53.1)	0.6378	44 (45.8)	52 (54.2)	0.7270
Poorly	47	24 (51.1)	23 (48.9)		24 (51.1)	23 (48.9)		23 (48.9)	24 (51.1)	
Size										
Mean ± SD (mm)	45.2 ± 26.9	46.5 ± 26.2	43.7 ± 27.7	0.4189	46.2 ± 27.2	44.4 ± 26.7	0.6248	47.2 ± 27.7	43.5 ± 26.1	0.4675
Lymphatic invasion (ly)										
Negative	68	44 (64.7)	31 (45.6)	0.3873	33 (48.5)	35 (51.5)	0.9496	32 (47.1)	36 (52.9)	0.9626
Positive	75	35 (51.5)	33 (48.5)		36 (52.9)	39 (57.4)		35 (46.7)	40 (53.3)	
Venous invasion (v)										
Negative	88	32 (36.4)	23 (26.1)		43 (48.9)	45 (51.1)	0.8530	42 (47.7)	46 (52.3)	0.7910
Positive	55	47 (53.4)	41 (46.6)	0.5762	26 (29.5)	29 (33.0)		25 (45.5)	30 (54.5)	
Depth of tumor invasion (pT)										
pT1	55	26 (47.3)	29 (52.7)	0.1298	25 (45.5)	30 (54.5)	0.5965	25 (45.5)	30 (54.5)	0.7910
pT2-4	88	53 (60.2)	35 (39.8)		44 (50.0)	44 (50.0)		42 (47.7)	46 (52.3)	
N stage (pN)										
pN0	51	26 (51.0)	25 (49.0)	0.4455	23 (45.1)	28 (54.9)	0.5739	22 (43.1)	29 (56.9)	0.5069
pN1-3	92	53 (57.6)	39 (42.4)		46 (50.0)	46 (50.0)		45 (48.9)	47 (51.1)	
pStage										
pI	36	21 (58.3)	15 (41.7)	0.6660	15 (41.7)	21 (58.3)	0.3596	17 (47.2)	19 (52.8)	0.9591
pII-VI	107	58 (54.2)	49 (45.8)		54 (50.5)	53 (49.5)		50 (46.7)	57 (53.3)	
Neoadjuvant therapy^d^										
Absent	78	47 (60.3)	31 (39.7)	0.1866	37 (47.4)	41 (52.6)	0.8306	40 (51.3)	38 (48.7)	0.2444
Present	65	32 (49.2)	33 (50.8)		32 (49.2)	33 (50.8)		27 (41.5)	38 (58.5)	

Statistically significant value are in boldface type.

a *P* value are from *χ*^2^ or Fisher's exact test and were statistically significant at < 0.05.

b Upper, cervical + upper thoracic esophagus; Middle, mid-thoracic esophagus; Lower, lower thoracic + abdominal esophagus.

c Well, well differentiated SCC; Moderate, moderate differentiated SCC; Poorly, poorly differentiated SCC.

d Neoadjuvant therapy, preoperative treatment with FP [5-fluorouracil (800 mg/body/day) plus cisplatin (80 mg/body/day)].

**Table 2:** Cox proportional hazard regression analysis for overall survival

	Univariate			Multivariate^a^		
				Model 1	Model 2	Model 3
	Hazard ratio	95% confidence interval	*P* value	*P* value	*P* value	*P* value
Gender						
Male versus Female	1.04	0.5502−2.1854	0.9058	0.7848	–	–
Age						
≥ 65 yr versus < 65 yr	1.07	0.6335−1.7892	0.8029	0.6317	–	–
Histopathological grading						
Poorly versus Well-moderately differentiated	1.16	0.6758−1.9660	0.5733	0.6501	–	–
Size						
≥ 40 versus < 40	1.64	0.9798−2.7823	0.0597	0.4626	–	–
Lymphatic invasion						
Positive versus Negative	2.06	1.2200−3.5765	**0.0066**	0.1544	0.1912	–
Venous invasion						
Positive versus Negative	1.69	1.0044−2.8334	**0.0481**	0.8674	0.9900	–
Depth of tumor invasion (pT)						
pT2-3 versus pT1	3.91	2.0659−8.2066	**< 0.0001**	**0.0192**	**0.0195**	**0.0044**
N stage (pN)						
pN1-3 versus pN0	4.70	2.3546−10.7289	**< 0.0001**	**0.0013**	**0.0020**	**0.0007**
Neoadjuvant chemotherapy						
Positive versus Negative	1.84	1.0893−3.1287	**0.0226**	0.4305	0.2573	–
TIA1 immunoreactivity in the cytoplasm						
Positive versus Negative	2.84	1.1619−5.2878	**0.0002**	**0.0059**	**0.0033**	**0.0024**
TIA1 immunoreactivity in the nucleus						
Positive versus Negative	1.20	0.7149−2.0146	0.4913	**-**	**–**	**–**

Note: Statistically significant value are in boldface type.

a Model 1, all factors excluding TIA1 immunoreactivity in the nucleus model were included; Model 2, factors whose *p*-value < 0.05 in the univariate analysis were included; Model 3, a step-wise procedure was used.

### Expression of TIA1 in ESCC cell lines

*TIA1* mRNA overexpression, compared with the esophagus, was also detected in 30 of 45 ESCC cell lines by quantitative real-time PCR (qPCR, Supplementary Figure S2A). Similarly, TIA1 protein overexpression was observed in most of cancer cells compared with normal mucosa (Supplementary Figure S2B). The human *TIA1* gene generates two major variants (*v1* and *v2*) through alternative splicing of exon 5, encoding the shorter TIA1b and longer TIA1a isoforms, respectively (Figure 2A). TIA1 contains three domains with RNA recognition motifs (RRMs), and the 11 amino acids encoded by exon 5 are located between RRM1 and RRM2. Most ESCC cells constitutively express *TIA1-v2* mRNA and a small amount of *TIA1-v1* mRNA (Supplementary Figure S3A), resulting in the predominant expression of TIA1a protein compared with TIA1b protein (Supplementary Figure S2B). Similarly, both non-tumor and tumor tissues of primary ESCC predominantly expressed *TIA1-v2* mRNA, and the *TIA1* mRNA expression levels in tumors were higher than in those in paired non-tumor tissues in 3/6 (50%) of ESCC cases whose RNA was available (Supplementary Figure S3B). Western blot analysis using subcellular components obtained by cell fractionation showed that endogenous TIA1b was detected primarily in the nuclear lysate, whereas endogenous TIA1a was detected in both nuclear and cytoplasmic lysates, although most TIA1a was located in the nucleus (Figure 2B). Exogenously expressed TIA1b protein in KYSE2270 cells with lower endogenous TIA1 expression localized predominantly to the nucleus, while a larger fraction of the exogenously expressed TIA1a protein localized to the cytoplasm compared with TIA1b protein, as demonstrated by western blot analysis (Figure 2C) and by fluorescent immunocytochemical staining (FIC, Figure 2D).

**Figure 2:**
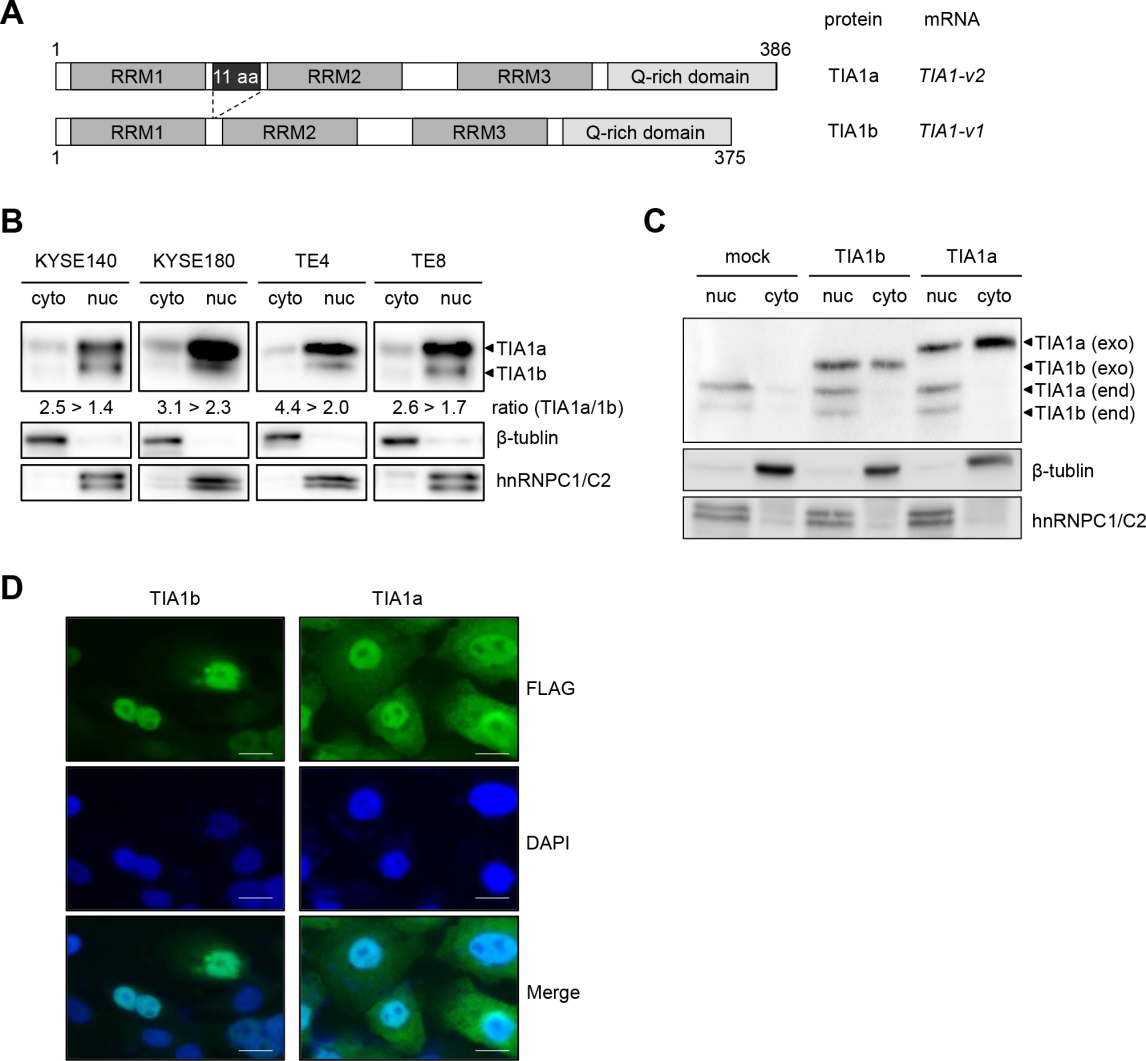
Subcellular distribution of the TIA1 isoforms (**A**) Schematic structures of the TIA1a and TIA1b protein isoforms with and without 11 amino acids, translated from the *TIA1-v2* and *TIA1-v1* transcripts, respectively. Both isoforms include three RNA recognition motifs (RRM) and a carboxyl-terminal glutamine-rich domain (Q-rich domain). Numbers indicate amino acid residues corresponding to each TIA1 isoform. (**B**) Subcellular distribution of endogenous TIA1 in ESCC cells. Cytoplasmic and nuclear fractions were prepared from KYSE140, KYSE180, TE4 and TE8 cells. Amounts of TIA1, β-tubulin (cytoplasmic marker) and hnRNPC1/C2 (nuclear marker) were measured by western blot. The intensities of specific bands corresponding to the TIA1 isoforms were measured with a densitometer and are presented as ratios in the inset. (**C**) The subcellular distribution of exogenously expressed TIA1 isoforms. Cytoplasmic and nuclear fractions were prepared from KYSE2270 cells stably transfected with mock-, TIA1a- or TIA1b-expressing constructs. Amounts of exogenous (exo) and endogenous (end) TIA1 isoforms (arrowheads), β-tubulin (cytoplasmic marker) and hnRNPC1/C2 (nuclear marker) were measured by western blot analysis. (**D**) Representative images of exogenously expressed FLAG-tagged TIA1 isoforms in KYSE2270 cells detected by FIC using anti-FLAG antibody (green). Nuclei were counterstained with DAPI (blue). Scale bars: 20 μm.

### Involvement of TIA1 in ESCC cell proliferation

To gain insight into the potential function of TIA1 whose overexpression could be associated with esophageal carcinogenesis, we first tested the effects of small interfering RNA (siRNA) targeting TIA1 on cell proliferation. By silencing endogenous TIA1 using three different siRNAs, cell proliferation was significantly suppressed in KYSE140, KYSE180 and TE4 cells. In TE8 cells, which express lower levels of TIA1, treatment with *TIA1*-specific siRNAs led to minimal suppression (Figure 3A–3C). FIC demonstrated that Ki-67 expression correlated with TIA1 expression; cells that retained TIA1 expression tested positive for Ki-67 expression, whereas cells in which TIA1 was effectively knocked down tested negative for Ki-67 expression (Supplementary Figure S4A). Using fluorescence-activated cell sorting (FACS) analysis to examine the mode of action of TIA1 in the cell cycle, an accumulation of cells in G_0_–G_1_ phase, with an accompanying increase in sub-G_1_ phase cells and a decrease in S and G_2_–M phase cells, was observed in *TIA1* siRNA-treated cells compared with control siRNA-treated cells (Figure 3D). Knockdown of endogenous TIA1 significantly increased p21^WAF1/Cip1^ and p27^Kip1^ protein levels, with extensive cleavage of caspase-3, caspase-7 and poly [ADP ribose] polymerase (PARP), which are markers of apoptosis (Figure 3E). These results suggest that TIA1 silencing in ESCC cells contributes to cell cycle arrest at the G_1_-S checkpoint and the induction of apoptosis.

**Figure 3:**
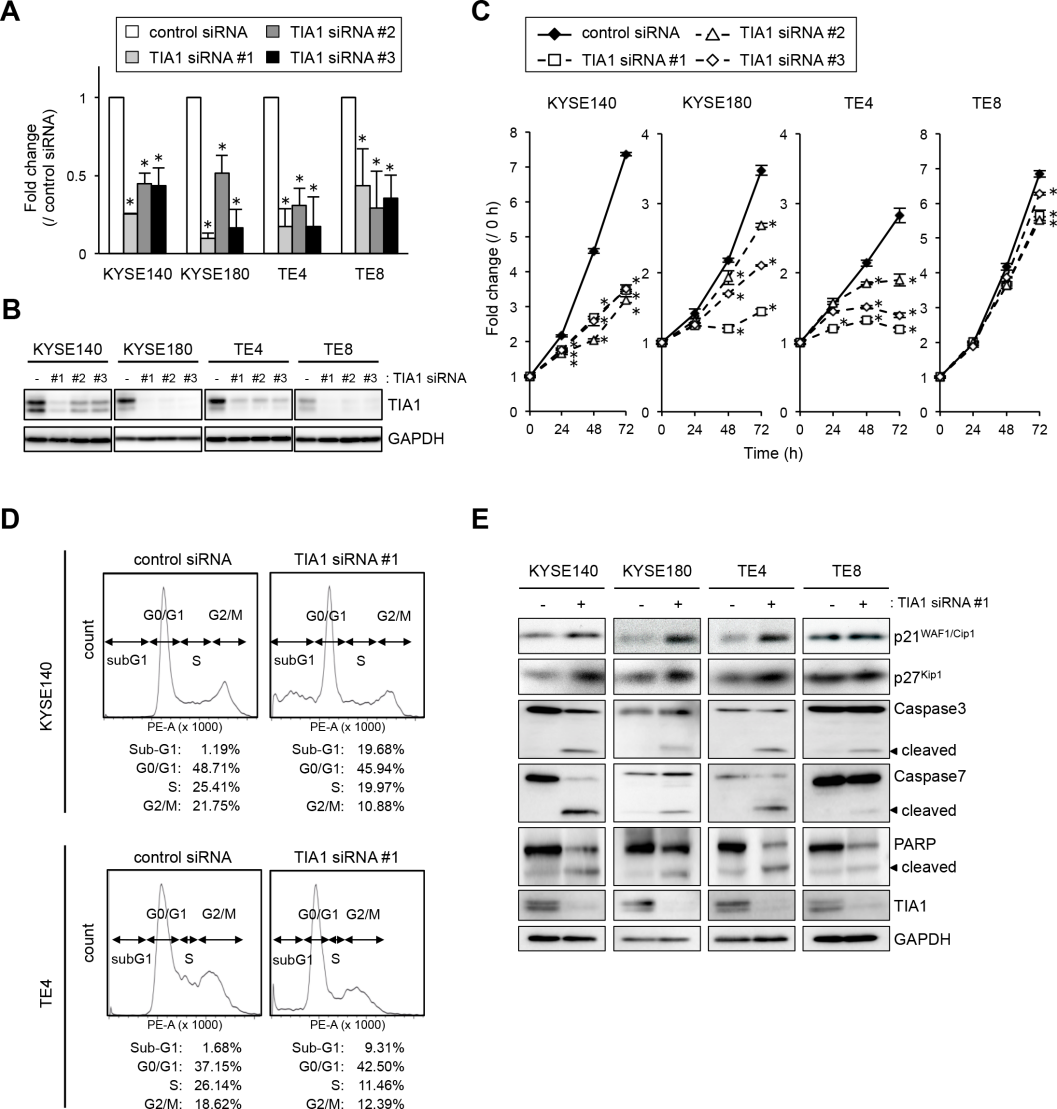
Effects of TIA1 knockdown on cell proliferation (**A**) KYSE140, KYSE180, TE4 or TE8 cells were transfected with each 10 nM TIA1-specific or control siRNA for 48 h, and the *TIA1* mRNA expression levels were evaluated by qPCR using *GAPDH* mRNA as an endogenous control. The values are expressed as fold changes (mean ± SD, *n* = 3) compared with the respective values in control siRNA-transfected cells. *significantly different from the control value by Student's *t* test (*P* < 0.05). (**B**) Effectiveness of siRNA transfection. KYSE140, KYSE180, TE4 or TE8 cells were treated as described in (A), and the expression levels of TIA1 protein were evaluated by western blot analysis using GAPDH as a loading control. (**C**) KYSE140, KYSE180, TE4 or TE8 cells were transfected with each 10 nM TIA1-specific or control siRNA for 24 h, and cellular proliferation was measured using a WST assay at the indicated times. The values are expressed as fold changes (mean ± SD, *n* = 4) compared with the respective values in control cells (0 h). *significantly different from the control value by Student's *t* test (*P* < 0.05). (**D**) Representative results of cell cycle analysis. After KYSE140 or TE4 cells were treated with 10 nM TIA1-specific or control siRNA for 48 h, then the cells were stained with PI and subjected to FACS analysis. Raw data were quantified for cell cycle analysis by FACSVerse software. (**E**) KYSE140, KYSE180, TE4 and TE8 cells were transfected with 10 nM TIA1-specific or control (-) siRNA for 48 h. Levels of caspase-3, caspase-7, PARP, p21^WAF1/Cip1^, p27^Kip1^ and TIA1 proteins were measured by western blot analysis using GAPDH as a loading control.

We next introduced a TIA1[v1]- or TIA1[v2]-expressing retrovirus into KYSE190 and KYSE2270 cells expressing relatively lower levels of endogenous TIA1 to determine the effects of exogenously expressed TIA1 isoforms. Notably, PARP cleavage was pronounced only in TIA1b-overexpressing cells (Figure 4A). Colony formation assays revealed that TIA1a-expressing cells formed more colonies than control and TIA1b-expressing cells (Figure 4B). Anchorage-independent *in vitro* 3D cell culture showed that exogenously expressed TIA1a accelerated spheroid formation, while exogenously expressed TIA1b inhibited spheroid formation (Figure 4C). Furthermore, higher Ki-67 expression was observed in cells exogenously expressing TIA1a, compared with cells lacking exogenous TIA1a expression (Supplementary Figure S4B). These results indicate the distinct functions of TIA1a and TIA1b in ESCC cells: TIA1a promotes anchorage-dependent and anchorage-independent cell proliferation, while TIA1b does not. These distinct functions of two isoforms were partially supported by knockdown experiments using isoform-specific siRNAs even though these siRNAs showed limited specificity and efficiency (Supplementary Figure S5A). In comparison with depletion of TIA1b, anchorage-dependent cell proliferation was more effectively suppressed by depletion of TIA1a with an increased p21^WAF1/Cip1^ protein level and extensive cleavage of PARP (Supplementary Figure S5A, S5B).

**Figure 4:**
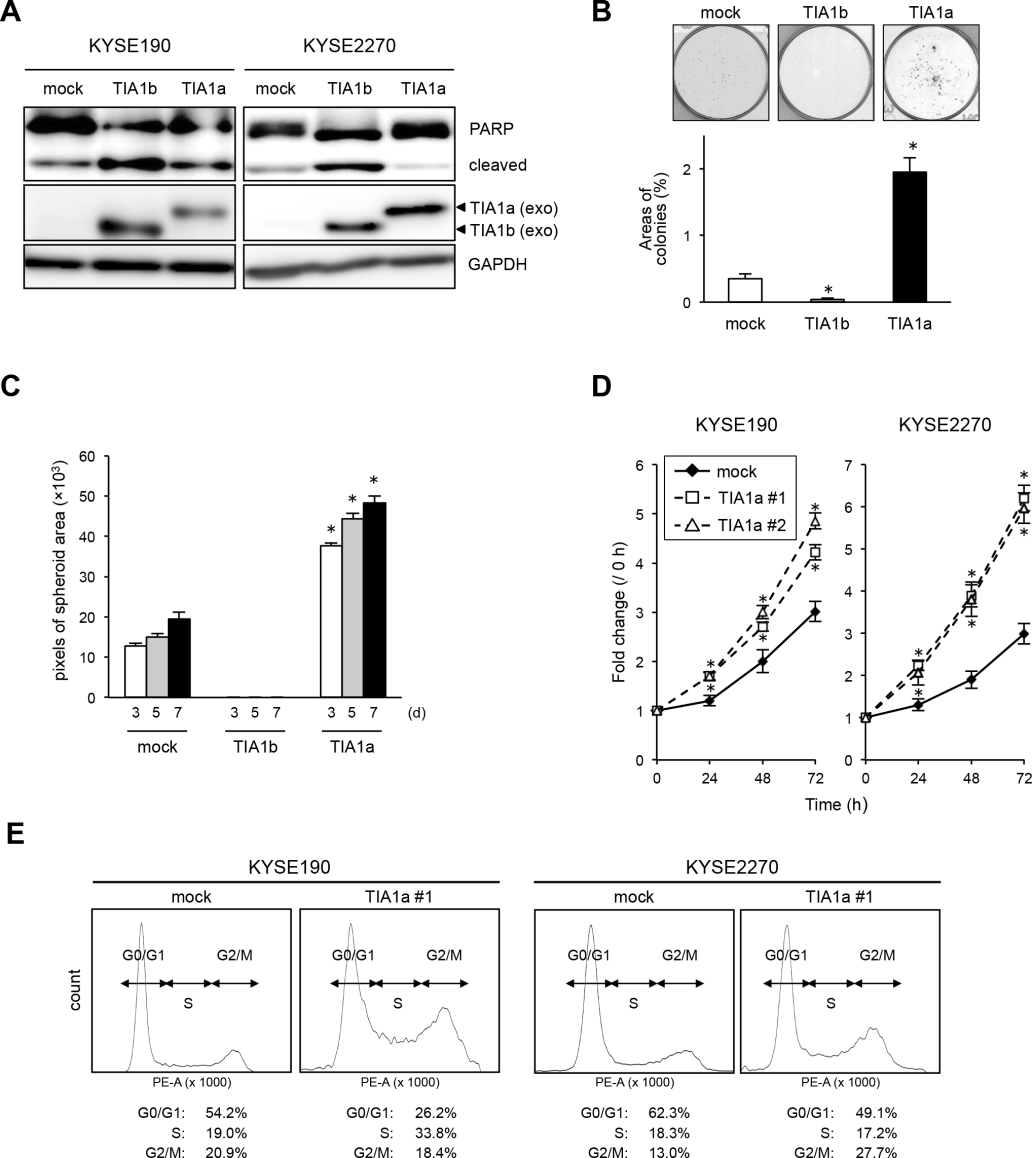
TIA1a promotes cell proliferation in ESCC cells (**A**) KYSE190 and KYSE2270 cells were transiently infected with a mock, TIA1a-, or 1b-expressing retroviruses, and the levels of PARP and exogenous TIA1 (exo) isoforms were measured by western blot analysis using GAPDH as a loading control. (**B**) KYSE190 cells transiently infected with either a mock-, pTIA1[v1]-FLAG- or pTIA1[v2]-FLAG-expressing retrovirus (1,000 cells/well) were plated in six-well plates and treated with 0.5 mg/mL G418 for two weeks. The colonies in each well were stained with crystal violet, and the colony areas were calculated using ImageJ software. *significantly different from the control value by Student's *t* test (*P* < 0.05). (**C**) For spheroid formation assay, KYSE190 cells transiently transfected with mock or each TIA1 isoform were seeded in ultra-low attachment 96-well round bottom plates and incubated at 37°C for the indicated times (d, days). The areas of spheroids were determined as described in the Materials and Methods section (mean ± SD, *n* = 8). *significantly different from the control value by Student's *t* test (*P* < 0.05). (**D**) The number of viable cells of each stable transfectant was assessed using a WST assay for the indicated times. The values are expressed as fold changes (mean ± SD, *n* = 4) compared with the respective control values (0 h). *, significantly different from the control value by Student's *t* test (*P* < 0.05). (**E**) Representative results of FACS analysis using stable transfectants. The raw data were quantified for cell cycle analysis using FACSVerse software.

To determine the chronic effects of each TIA1 isoform on ESCC cell proliferation *in vitro*, we established stable transfectants expressing FLAG-tagged TIA1a or TIA1b protein using KYSE190 and KYSE2270 cells. Stable expression of TIA1a increased cell proliferation compared with control cells (Figure 4D). Consistent with the observations in the transient transfection experiments, stable expression of TIA1b facilitated cell death in most cell lines during isolation and subculture after transfection of the construct. FACS analysis indicated an accumulation of cells in S and G_2_–M phase and a decrease in G_0_–G_1_ phase cells in TIA1a-expressing cells compared with control cells (Figure 4E). Taken together, these results suggest that TIA1a contributes to the anchorage-dependent and anchorage-independent growth of ESCC cells *in vitro*.

### Identification of putative target mRNAs for cytoplasmic TIA1

We further investigated the molecular mechanisms of cytoplasmic TIA1-promoted ESCC cell growth. Cytoplasmic TIA1 was shown to bind to transcripts through their 5′ and/or 3′ untranslated regions (UTRs) and to alter their localization, stability and/or translation [11, 16–21]. Therefore, we screened putative TIA1-binding mRNAs using ribonucleoprotein immunoprecipitation (RIP), which was conducted using lysates prepared from the cytoplasm and anti-TIA1 antibody, followed by microarray analysis (RIP-chip) or massive-parallel sequencing (RIP-seq) in KYSE180 cells. 

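KYSE180 is an established cell line from a human ESCC. In RIP, an antibody pulls down a protein together with the RNA bound to it, and the RNA is then compared with the RNA of the whole sample. The RIP-chip part comprised 4 arrays, 2 hybridized with RNA from anti-TIA1 immunoprecipitates (TIA1 RIP, replicates 1 and 2) and 2 with total RNA (replicates 1 and 2). Each immunoprecipitation used cytoplasmic lysate with 500 μg protein and 15 μg antibody, and 0.2 μg RNA was labelled for each array. IgG immunoprecipitates and RIP-seq reads were not analysed here. The authors deposited the scanner output of each single-colour array, which gives for each spot a fluorescence intensity after background subtraction, on a linear scale and not normalized between arrays. Each array held 58717 spots for 50599 probes besides its controls. Between 299 and 382 spots per array marked as uneven or deviant were left out, and no spot was marked as saturated. The 75th percentile of the signal was 1514 and 1271 on the TIA1 RIP arrays, 714 on total RNA replicate 1 and 69.9 on total RNA replicate 2. The share of spots well above background was 45.8% and 48.4% on the TIA1 RIP arrays, 47.6% on total RNA replicate 1 and 32.2% on total RNA replicate 2.

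Signals were converted to log2, and the 75th percentile of each array was subtracted. A probe was kept when it was well above background on both arrays of at least 1 group, and the probes of a gene were averaged. Probes were matched to gene symbols by their transcript identifiers, which worked for 34510 probes (68.2%), and 13039 genes were kept. Enrichment was the mean log2 signal in TIA1 RIP minus that in total RNA, minus the same difference for GAPDH, so that the scaling of whole arrays cancels. Differences were tested with limma and Benjamini-Hochberg adjustment. The number of arrays per group, 2, limits the precision of every value. Across the 13039 genes, Pearson's r was 0.932 between the TIA1 RIP arrays and 0.733 between the total RNA arrays. It was 0.936 between TIA1 RIP replicate 1 and total RNA replicate 1. The SD of the log2 difference across genes was 0.90 between the TIA1 RIP arrays and 2.00 between the total RNA arrays. Genes are not independent replicates, so these values describe the arrays only.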

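Of the 13039 genes, 9444 (72.4%) were enriched more than 2.5-fold relative to GAPDH in TIA1 RIP on the means of the 2 replicates. A further 211 genes lay more than 2.5-fold below GAPDH, and 3384 lay within 2.5-fold of it. The median gene had a log2 enrichment of 2.02 relative to GAPDH. The criterion is a fold alone. With the replicate spread included, 0 genes past the fold reached an adjusted p-value under 0.05 in limma, and the lowest adjusted p-value was 0.221. At an unadjusted p-value under 0.05, 2537 genes past the fold remained. On the scale of the array's 75th percentile, without GAPDH, limma called 0 genes higher and 0 genes lower in TIA1 RIP, against 144 and 524 genes at an unadjusted p-value under 0.05. The groups share replicate numbers, and same-numbered arrays deviated from their group means together across genes (r = 0.453). With the replicate number as a block, limma called 57 genes higher and 299 lower on that scale. Relative to GAPDH, the block left 0 genes past both criteria (2804 at an unadjusted p-value under 0.05).

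The count differed between the pairs of arrays. With total RNA replicate 1 as the comparison, 5994 genes passed the fold in TIA1 RIP replicate 1 and 5212 in TIA1 RIP replicate 2. With total RNA replicate 2, the counts were 10000 and 10130. That array had the fewest spots above background, and of the 20100 probes kept, 13417 were detected on all 4 arrays. Folds against it can therefore rest on signals near background. With only the probes detected on all 4 arrays, 5933 of 9238 genes passed the fold on the means. In all 4 pairs, 3419 genes (26.2%) passed the fold. The share past the fold fell from 97.3% in the decile of genes with the lowest GC content of the transcript to 37.8% in the decile with the highest. When total RNA replicate 1 alone was the comparison, these shares were 49.0% and 40.9%. Among the alternatives, the reference moved the count most, and 1636 genes passed the fold when the median of all genes took the place of GAPDH. The paper takes the mRNAs enriched in the immunoprecipitates relative to GAPDH as putative TIA1-binding mRNAs.

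**Figure D1:**
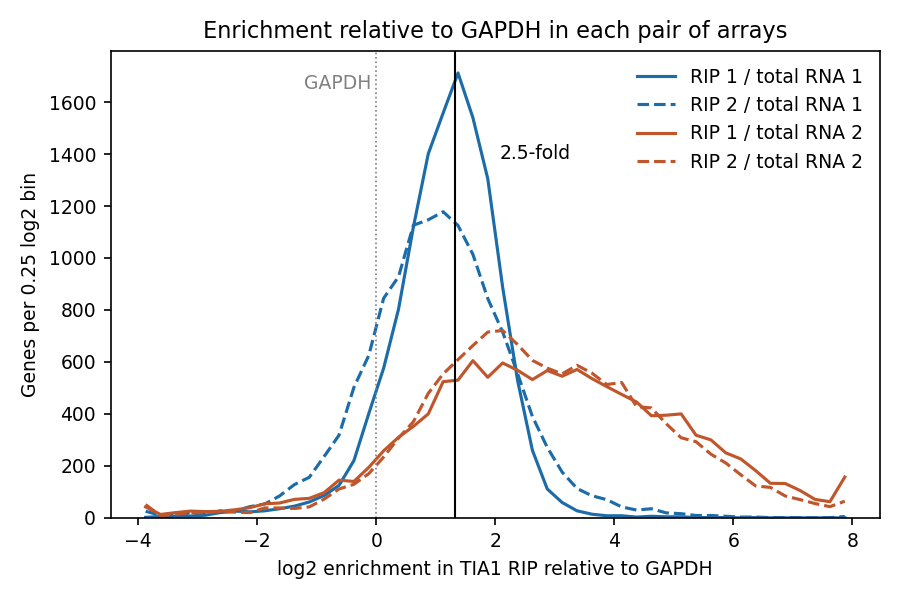
Number of genes (vertical axis, per bin of log2 enrichment) by log2 enrichment in TIA1 RIP relative to GAPDH (horizontal axis) in each of the 4 pairs of arrays. The outermost bins also hold the genes beyond the axis, the solid vertical line marks 2.5-fold, and the median gene lies at 1.24 and 1.04 in the pairs with total RNA replicate 1 and at 2.85 and 2.65 in the pairs with total RNA replicate 2.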

We identified 2,679 mRNAs whose enrichment in TIA1 immunoprecipitates differed by > 2.5-fold compared with that of *GAPDH* mRNA in both RIP-chip and RIP-seq (Supplementary Table S3). 

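Gene Ontology annotation was not used here, and a list of cell cycle genes chosen by symbol, such as cyclins, CDC, MCM, CENP and ANAPC genes, stood in for it. Of 158 such genes on the array, 150 were detected. Their median log2 ratio of TIA1 RIP to total RNA was 0.56 on the scale of the array's 75th percentile, against -0.04 for all genes. This median lay above all 10000 random lists of 150 genes matched on mean signal (percentile 100). Relative to GAPDH, 88.0% of the cell cycle genes were enriched more than 2.5-fold. The median log2 ratio depended on the total RNA array. It was 1.05 against total RNA replicate 2 alone and -0.11 against total RNA replicate 1 alone, the latter at percentile 5.24 of the random lists. With the random lists matched on GC content as well, the median over both replicates lay at percentile 91.8.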

Gene Ontology (GO) analysis using these 2,679 mRNAs ranked ‘mitotic cell cycle’ (*P* = 6.04E–14) and ‘cell cycle’ (*P* = 4.23E–11) as the two top biological processes (Supplementary Table S4). 

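KEGG annotation was not used here either. The paper's Table 3 lists the spliceosome next after the cell cycle. A list of spliceosome genes was chosen by symbol to stand in for that pathway, and 110 of them were detected. The median log2 ratio of the spliceosome genes was 0.25 over both replicates, at percentile 99.5 of random lists matched on mean signal, and 84.5% of them were enriched more than 2.5-fold relative to GAPDH. The median was -0.17 at percentile 4.42 against total RNA replicate 1 alone. In these pairs it was 0.074 (percentile 62.4) for TIA1 RIP replicate 1 and -0.355 (percentile 1.04) for TIA1 RIP replicate 2. With GC content matched as well, the median over both replicates lay at percentile 16.4 and that against total RNA replicate 1 alone at percentile 0.58.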

Pathway analysis using the Kyoto Encyclopedia of Genes and Genomes (KEGG) database with 2,679 mRNAs also ranked ‘cell cycle’ (*P* = 1.14E–14) as the most significant functional pathway (Table 3). 

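Genes encoding 8 cell cycle regulators were examined one by one, namely CCNA2 (chromosome 4 of GRCh37, 122737599 to 122745038), CCND1 (chromosome 11, 69455924 to 69469242), CDK6 (chromosome 7, 92234235 to 92465887), CHEK1 (chromosome 11, 125495058 to 125546150), CHEK2 (chromosome 22, 29083731 to 29138410), MAP2K1 (chromosome 15, 66679175 to 66783994), SKP2 (chromosome 5, 36152091 to 36196951) and TFDP1 (chromosome 13, 114239036 to 114295788). CHEK1 and CHEK2 encode the checkpoint kinases CHK1 and CHK2. All 8 genes are protein-coding. The annotated SKP2 transcript has a 3′ UTR of 2288 nucleotides with 34.2% U and 4 AUUUA sites. The CCNA2 transcript has a 5′ UTR of 255 nucleotides and a 3′ UTR of 1194 nucleotides with 36.0% U and 3 AUUUA sites.

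On the means of the 2 replicates, each of the 8 was enriched more than 2.5-fold relative to GAPDH, between 5.27-fold (CCND1) and 13.9-fold (MAP2K1). The log2 enrichment was 3.31 for CCNA2, 2.40 for CCND1, 3.31 for CDK6, 2.77 for CHEK1, 3.19 for CHEK2, 3.80 for MAP2K1, 3.18 for SKP2 and 2.80 for TFDP1. None of these passed the test against the replicate spread. The lowest adjusted p-value from limma was 0.221 and the highest, for CDK6, was 0.305. With the replicate number as a block, the adjusted p-values lay between 0.18 and 0.207. With the block and the GC content of the transcripts removed per array, a setting chosen after seeing the data, 7 of the 8 passed an adjusted p-value of 0.05, from 2.58e-05 (MAP2K1) to 0.0205 (SKP2), and CHEK1 did not (adjusted p = 0.0607). Under this setting, 6145 of the 6963 genes past the fold passed, and all 6963 had an unadjusted p-value under 0.05 in limma. Among the 8, the adjusted p-values followed the order of the enrichment, CDK6 included. Passing here therefore largely restates the fold and says little about the replicate spread of each gene. On the 75th percentile scale, 0 genes were higher and 0 lower at that threshold (892 and 1150 at an unadjusted p-value under 0.05). Relative to the median of all genes in place of GAPDH, MAP2K1 alone among the 8 passed 2.5-fold. The scaled log2 signal of SKP2 was 2.07 ± 0.36 (SD, n = 2) in TIA1 RIP and 0.95 ± 0.20 (SD, n = 2) in total RNA. For CCNA2 it was 2.48 ± 0.32 (SD, n = 2) in TIA1 RIP and 1.23 ± 0.90 (SD, n = 2) in total RNA. CDK6 had 2.74 ± 0.51 (SD, n = 2) in TIA1 RIP and 1.49 ± 3.25 (SD, n = 2) in total RNA, where the replicates stood at 3.79 and -0.81.

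All 8 passed the fold with both TIA1 RIP replicates when total RNA replicate 2 was the comparison. When it was total RNA replicate 1, 4 passed it with both TIA1 RIP replicates (CCNA2, CHEK2, MAP2K1 and SKP2), TFDP1 passed it with TIA1 RIP replicate 1 only, and 3 passed it with neither (CCND1, CDK6 and CHEK1). In these pairs the fold of SKP2 was 3.74 and 4.64, that of CCNA2 was 4.06 and 2.57, and that of CDK6 was 1.40 and 0.74.

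**Figure D2:**
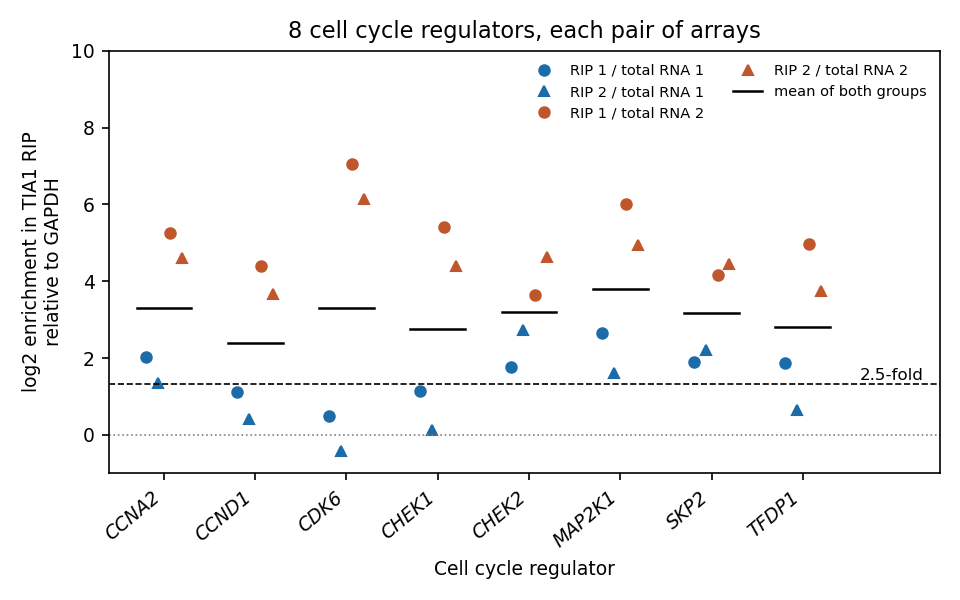
log2 enrichment in TIA1 RIP relative to GAPDH (vertical axis) of the 8 cell cycle regulators (horizontal axis) in each of the 4 pairs of arrays (circles and triangles) and on the means of the replicates (short horizontal lines). The dashed line marks 2.5-fold, and CDK6 ranges from -0.43 to 7.05 between the pairs.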

Of the top 207 transcripts annotated as ‘cell cycle’ by GO analysis (Supplementary Table S5), we focused on nine well-known cell cycle regulators (*CCNA2*, *CCND1*, *CDK6*, *CHK1*, *CHK2*, *MAPK1*, *MAP2K1*,*SKP2*, and *TFDP1*) for further analyses, due to their known functions in cancers. The binding of these genes with TIA1 protein was successfully validated by RIP followed by qPCR; their affinities were similar to the known TIA1-binding transcript *FAS* mRNA (Figure 5A and Supplementary Figure S6A) [22]. The binding of each TIA1 isoform to these candidate targets was assessed using exogenously expressed each FLAG-tagged TIA1 isoform in HEK293 cells (Supplementary Figure S7A). TIA1a showed more potent binding to each mRNA than TIA1b, although both isoforms bound to all of the mRNAs we analyzed (Supplementary Figure S7B).

**Table 3:** Functional pathways of TIA1 target genes

KEGG Pathway Term	*P* value (FDR)
hsa04110 Cell cycle	1.14E–04
hsa03040 Spliceosome	4.37E–04
hsa04722 Neurotrophin signaling pathway	0.006
hsa04114 Oocyte meiosis	0.031

**Figure 5:**
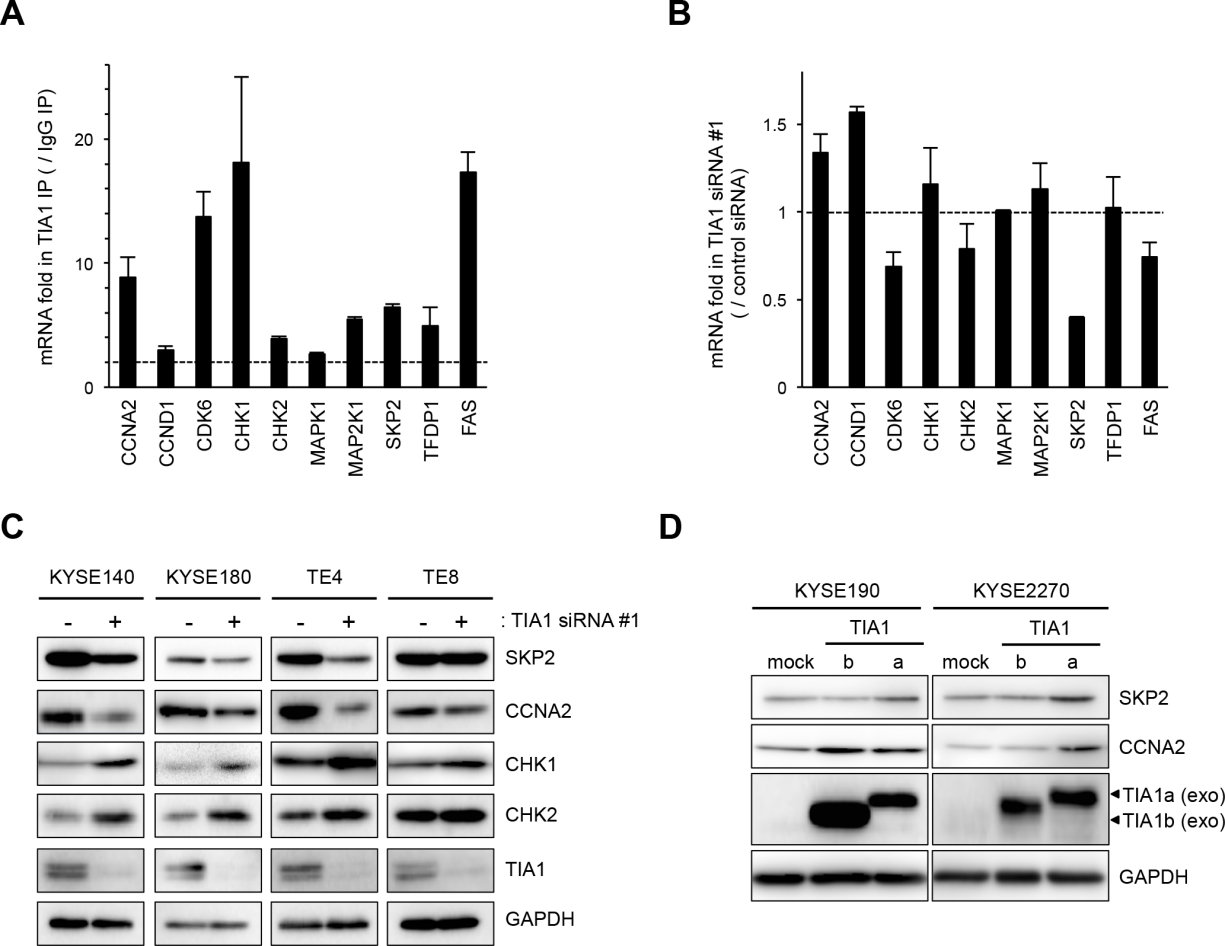
Binding of TIA1 with mRNAs of putative target mRNAs and its effect on protein levels in ESCC cells (**A**) Bindings between TIA1 and the nine putative target transcripts encoding cell cycle regulatory proteins identified through RIP-chip and RIP-seq (Supplementary Table S5) using anti-TIA1 antibody, as well as the known target, *FAS* mRNA, were validated by qPCR after RIP using KYSE180 cells. TIA1-mRNA bindings were measured by RIP followed by qPCR amplification and expressed as the enrichment of individual mRNAs in the TIA1 IP relative to an IgG IP. The data were normalized to the levels of *GAPDH* mRNA, an abundant mRNA that is not a target of TIA1 and that is present as a low-level co-precipitated contaminant in all IP samples. Representative results (mean ± SD, *n* = 3) of four independent experiments are shown. (**B**) Effects of TIA1 silencing on the expression of putative target mRNAs in ESCC cells. KYSE180 cells were transfected with 10 nM TIA1-specific or control siRNA for 48 h. The amounts of the 10 target mRNAs were measured by qPCR using *GAPDH* mRNA as an endogenous control. The values are expressed as fold changes (mean ± SD, *n* = 3) compared with the respective values in control siRNA-transfected cells. (**C**) Effects of TIA1 silencing on the expression of proteins encoded by the putative target genes in ESCC cells. KYSE140, KYSE180, TE4, or TE8 cells were transfected with 10 nM TIA1-specific or control (−) siRNA for 48 h. The levels of SKP2, CCNA2, CHK1, CHK2 and TIA1 proteins were measured by western blot analysis using GAPDH as a loading control. (**D**) Effects of exogenous overexpression of each TIA1 isoform on the expression of proteins encoded by putative target genes in ESCC cells. Lysates were prepared from KYSE190 or KYSE2270 cells overexpressing TIA1. The levels of SKP2, CCNA2 and exogenous TIA1 proteins were measured by western blot analysis using GAPDH as a loading control.

To investigate the consequences of the binding between TIA1 and these nine genes in ESCC cells, the effects of TIA1 knockdown on the levels of these mRNAs and *FAS* mRNA were examined. TIA1 knockdown did not significantly influence the levels of most of these mRNAs, although *SKP2* mRNA levels decreased moderately (Figure 5B and Supplementary Figure S6B). In those nine genes, the effects of TIA1 knockdown on the levels of the proteins encoded by the *SKP2*, *CCNA2*, *CHK1* and *CHK2* mRNAs were assessed. Compared with control siRNA-treated cells, *TIA1* siRNA-treated KYSE140, KYSE180 and TE4 cells showed lower levels of SKP2 and CCNA2 proteins and higher levels of CHK1 and CHK2 proteins (Figure 5C). Since SKP2 and CCNA2 are known to be implicated in the pathogenesis of various cancers as oncogenes (23–27), the effects of each TIA1 protein isoform on the SKP2 and CCNA2 protein levels were investigated using cells transiently expressing each isoform *via* retroviral infection. Cells exogenously expressing TIA1a showed higher levels of SKP2 and CCNA2 protein compared with control cells. In contrast, cells exogenously expressing TIA1b did not show any increase in SKP2 protein, although KYSE190 cells expressing TIA1b showed higher levels of CCNA2 protein (Figure 5D). The increased *SKP2* mRNA level was observed in cells exogenously expressing TIA1a but not in cells exogenously expressing TIA1b, whereas the *CCNA2* mRNA level was not changed in either cells exogenously expressing TIA1a or TIA1b (Supplementary Figure S6C).

### Binding and functional association between TIA1 and cancer-associated mRNAs

The binding between TIA1 protein and *SKP2* and *CCNA2* mRNAs was further analyzed by pulldown assays using biotinylated partial *SKP2* and *CCNA2* mRNA fragments spanning the 5′ UTR, open reading frame (ORF), or 3′ UTR in cytoplasmic lysates prepared from KYSE180 cells (Figure 6A). *SKP2* mRNA bound to TIA1 through its ORF and 3′ UTR, while *CCNA2* mRNA bound to TIA1 through its 5′ UTR and ORF. Previous studies showed that the binding of RBPs with the 5′ UTRs of mRNAs alters their translation, while their binding with the 3′ UTRs of mRNAs changes the stability of these transcripts [16, 17]. In an mRNA decay assay using KYSE180 cells, TIA1 knockdown decreased the stability of *SKP2* mRNA but did not alter that of *CCNA2* mRNA (Figure 6B). Stable overexpression of TIA1a increased the stability of *SKP2* mRNA in KYSE190 and KYSE2270 cells (Supplementary Figure S8A). In an mRNA decay assay using KYSE140 and KYSE180 cells transfected with reporter constructs containing the coding sequence (CDS) of the *firefly luciferase* gene (*Luc2*) with the 3′ UTR of *SKP2* or *Luc2* alone, TIA1 knockdown decreased the *Luc2* mRNA expression level (Figure 6C and Supplementary Figure S8B). In an mRNA decay assay using cells transfected with the expression construct containing FLAG-tagged SKP2 CDS, on the other hand, TIA1 knockdown did not change the FLAG-tagged *SKP2* mRNA expression level (Supplementary Figure S8C). Those results suggest that TIA1 increases the *SKP2* mRNA stability through binding to its 3′ UTR. In ESCC cells, TIA1 depletion did not affect the change of exogenously expressed FLAG-tagged CCNA2 protein level after addition of cycloheximide (Supplementary Figure S9A). In the polysome profiling assay using KYSE180 cells, TIA1 depletion caused a shift in *CCNA2* mRNA from heavy to light polysomal fractions (Figure 6D and Supplementary Figure S9B). Those results suggest that TIA1 reduction induced decreased translation initiation of *CCNA2* mRNA without the stability of CCNA2 protein, although binding site of TIA1 to *CCNA2* mRNA necessary for this translation promoting effect remains undetermined.

**Figure 6:**
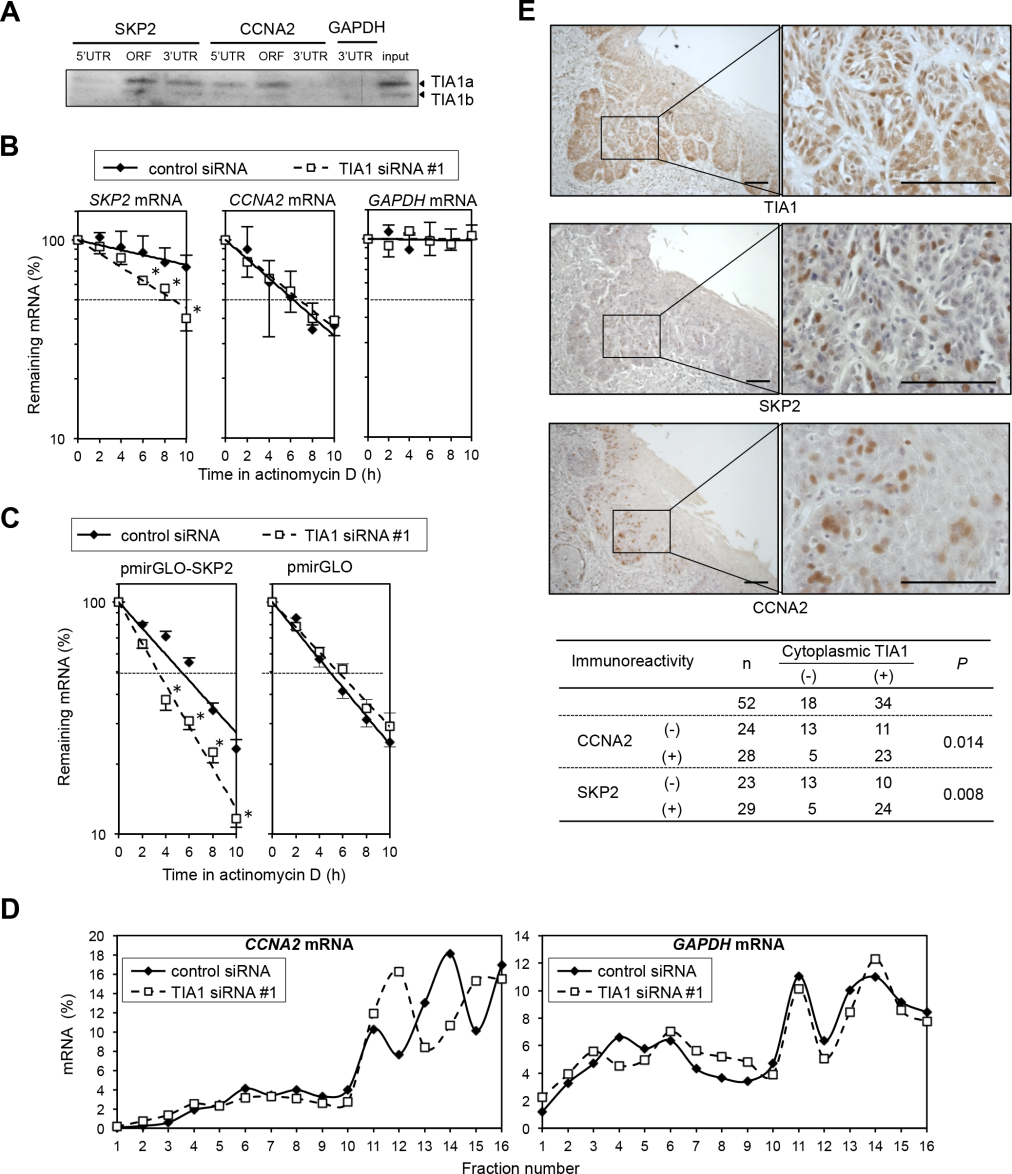
Differing effects of TIA1 on the *SKP2* and *CCNA2* genes in ESCC cells (**A**) Biotinylated transcripts from the *SKP2* 5′ UTR, the *SKP2* ORF, the *SKP2* 3′ UTR, the *CCNA2* 5′ UTR, the *CCNA2* ORF and the *CCNA2* 3′ UTR, as well as a biotinylated fragment of the *GAPDH* 3′ UTR (negative control), were prepared. Bindings between TIA1 and each fragment were tested by biotin pulldown assays using cell lysates extracted from KYSE180 cells. The amounts of TIA1 in pulldown samples were determined by western blot analysis using an anti-TIA1 antibody. Similar results were obtained in three independent experiments. (**B**) Effects of TIA1silencing on the stability of *SKP2* and *CCNA2* mRNA were determined in KYSE180 cells transfected with control siRNA or TIA1 siRNA. After treatment with 2 μg/mL actinomycin D, the amounts of *SKP2* (left), *CCNA2* (middle) and *GAPDH* (right) mRNAs in cells were measured by qPCR and normalized to *18S* rRNA levels. The data (mean ± SD, *n* = 3) are expressed as percentages of *SKP2*, *CCNA2* or *GAPDH* mRNA levels before exposure to actinomycin D (time 0). *significantly different from the control value by Student's *t* test (*P* < 0.05). (**C**) TIA1 increases the stability of *SKP2* mRNA through its 3′ UTR. The pmirGLO-SKP2 plasmid expressing the chimeric reporter transcript bearing the *Luc2* CDS linked to the *SKP2* 3′ UTR or control plasmid (pmirGLO) was co-transfected with control siRNA or TIA1 siRNA into KYSE180 cells for 48 h. After treatment with 2 μg/mL actinomycin D, the amounts of *Luc2* mRNA was measured by qPCR and normalized to *18S* rRNA levels. Data (mean ± SD, *n* = 3) are expressed as percentages of *luciferase* mRNA level before exposure to actinomycin D (time 0). *significantly different from the control value by Student's *t* test (*P* < 0.05). (**D**) Relative polyribosome distribution of the *CCNA2* mRNA (left) and the housekeeping *GAPDH* mRNA (right) in TIA1 knockdown cells and control KYSE180 cells was analyzed by sucrose gradient fractionation. From left to right, percentages of the total mRNA in fractions lacking ribosomes or ribosome subunits (fractions 1 and 2), fractions containing ribosome subunits or single ribosomes (fractions 3 to 7), and fractions spanning polysomes of increasing molecular weights (fractions 8 to 16) were shown (see Supplementary Figure S9C). Representative data are from three independent experiments. (**E**) IHC detection of TIA1, SKP2 and CCNA2 in primary ESCC tissues. Serial sections of ESCC were subjected to immunohistochemistry with goat anti-TIA1 (top), rabbit anti-SKP2 (middle) or mouse monoclonal anti-CCNA2 (lower) antibodies. Scale bars: 40 μm.

The correlation between the TIA1 and SKP2/CCNA2 protein levels was tested in ESCC tumors. In 52 tumors for which serial sections were available, IHC revealed that the expression levels of SKP2 and CCNA2 proteins in tumor cells correlated positively with the cytoplasmic TIA1 expression level (Figure 6E) and tended to be associated with worse overall survival (Supplementary Figure S10A and S10B), although CCNA2 immunoreactivity did not reach a statistically significant level. In addition silencing of either SKP2 or CCNA2 in stable TIA1a-transfectants inhibited anchorage-dependent and anchorage-independent cell proliferations (Supplementary Figure S11). These results suggest that overexpressed cytoplasmic TIA1 promotes ESCC tumorigenesis at least partly through its binding with *SKP2* and *CCNA2* mRNAs and induction of SKP2 and CCNA2 protein overexpression.

## DISCUSSION

To our knowledge, this study is the first to demonstrate the clinical and functional significance of the TIA1 protein in ESCC tumorigenesis. Previously, a few reports described the expression of TIA1 in human carcinomas. The overexpression of TIA1 transcript has been reported in hepatocellular carcinoma tissues compared with paired adjacent non-tumor tissues using multiple samples [13]. In contrast, Izquierdo and his colleague showed the downregulation of the TIA1 protein in a subset of epithelial tumors, relative to normal tissues [14, 28]. Using a larger set of human ESCC cases, we demonstrated that TIA1 is overexpressed and ectopically localized to the cytoplasm, and that cytoplasmic TIA1 immunoreactivity is an independent prognosticator of overall survival. In addition, we demonstrated the oncogenic activity of TIA1, particularly TIA1a, and its molecular mechanisms, at least in part, using a series of experiments in ESCC cells. Our results suggest that TIA1 works as an ESCC oncogene and is likely to be a marker of malignant potential as well as a possible therapeutic target for this tumor type.

Most RBPs, including TIA1, Hu-antigen R (HuR) and AUF1, are expressed predominantly in the nucleus and shuttle between the nucleus and cytoplasm. Their cytoplasmic abundance is substantively linked to their effects on target mRNAs, and dysfunction in their subcellular distribution may have pathological consequences [29]. Indeed, cytoplasmic HuR expression has been shown to be associated with malignant clinicopathological features and poor prognosis in ESCC, indicating that ectopically localized HuR is involved in cancer-promoting RNA metabolism and contributes to the progression of ESCC [30]. In contrast, the cytoplasmic localization of TIA1 protein in epithelial tumor cells has not been well analyzed, although the nucleo-cytoplasmic shuttling of TIA1 under stress conditions has been described in some cells [31]. Because TIA1 overexpression and cytoplasmic localization are commonly observed in various squamous cell carcinomas, cancer-promoting effects of TIA1 through cytoplasmic localization might be cell lineage-specific.

Until now, each TIA1 isoform was considered to have equivalent RNA binding properties and subcellular distribution because these isoforms share most known motifs. Thus, most previous studies used the shorter TIA1b isoform to analyze TIA1 function by exogenously introducing recombinant constructs [11, 28]. In this study, we found that TIA1a and TIA1b exert distinct effects on ESCC cell proliferation: TIA1a promotes anchorage-dependent and anchorage-independent cell proliferation, whereas TIA1b tends to inhibit cell proliferation and/or induces cell death. Therefore, the oncogenic activities of TIA1 we found are not inconsistent with previous reports demonstrating that TIA1 works as a tumor suppressor [12, 14, 28]. Because a larger fraction of TIA1a localizes to the cytoplasm, compared with TIA1b, and because exogenously introduced each isoform shows different mRNA binding affinities, TIA1a may function as an oncogene in ESCC through localizing to the cytoplasm and contributing to specific aspects of RNA metabolism. Although how transcription of those isoforms were regulated differentially in normal and tumor cells and how the 11 amino acid residues contribute to them remains unclear, the functional modification of the TIA1a isoform by focusing on the 11 amino acid residues is a potential therapeutic target for ESCC. This hypothesis is supported, in part, by recent reports showing that the expression pattern of each TIA1 isoform is defined by tissue type and that TIA1b has greater splicing stimulatory activity than TIA1a [11]. Isoform-specific subcellular localization and influences on the mRNA binding affinities of AUF1, which has four isoforms, have also been reported [32–35].

RBPs coordinate a set of multiple functionally related genes by orchestrating their splicing, export, stability, localization and translation in cellular processes [36]. In ESCC cells, over-representation of specific pathways in the TIA1-associated gene set revealed that TIA1 coordinates the expression of a gene cluster encoding cell cycle regulators. This *in silico* prediction corresponded with the results of our *in vitro* functional experiments and with the clinicopathological significance of TIA1 immunoreactivity in ESCC cases, supporting our hypothesis that TIA1 is a possible therapeutic target for simultaneously and efficiently manipulating various target genes/pathways contributing to esophageal carcinogenesis.

Most of the specific *cis* elements that affect mRNA decay and/or translation of a subset of transcripts are found in the 5′ and 3′ UTRs, and the most well-known of these motifs are the adenine-uridine-rich element sequences (AREs) [37–39]. TIA1 was reported to be a negative posttranscriptional modulator through its bindings with AREs by stimulating assembly of the translational silencer complex that was routed to discrete cytoplasmic SGs [40]. Because some RBPs can act as both positive and negative posttranscriptional regulators [41–44], the finding that the expression levels of SKP2 and CCNA2 proteins increased through bindings between TIA1 protein and their transcripts was not surprising. Our results suggested that TIA1 binds to the 3′ UTR of *SKP2* mRNA, resulting in the attenuation of mRNA decay, while TIA1 binds to the 5′ UTR and/or ORF of *CCNA2* mRNA, resulting in the increased translation initiation without acquisition of mRNA. Because previous studies predicted the presence of TIA1 binding motifs in the 3′ UTR of *SKP2* and 5′ UTR of *CCNA2* mRNAs [18], TIA1 might be a suppressor of mRNA decay and translational inducer of *SKP2* and *CCNA2*, respectively. Further elucidation of the precise mechanisms by which TIA1 increases/decreases the expression of a set of genes will reveal novel physiological and pathophysiological functions of TIA1.

## MATERIALS AND METHODS

### Cell lines and primary tissue samples

In total, 45 ESCC cell lines were used, 34 of which belonged to the KYSE series established from surgically resected tumors [45] obtained from Dr. Yutaka Shimada or provided by the Japanese Collection of Research Bioresources (JCRB, Ibaraki, Japan). Ten were from the TE series provided by the Cell Bank, RIKEN BioResource Center (Tsukuba, Japan), and the T. T cell line was provided by JCRB.

ESCC tumor samples were obtained from 143 patients with histologically proven primary ESCC who underwent esophagectomy (potentially curative R0 resection) at the Kyoto Prefectural University of Medicine Hospital (Kyoto, Japan) between 1998 and 2011. The samples were fixed with formalin for 24 h and then embedded in paraffin. Among the patients, 65 received preoperative neoadjuvant therapy with FP (Table 1, Supplementary Table S1), and 39 received postoperative adjuvant chemotherapy with low-dose FP [5-fluorouracil (250–500 mg/body/day) plus cisplatin (10 mg/body/day)] and oral fluoropyrimidine [5-fluorouracil (150–200 mg/body/day) or UFT (300–400 mg/body/day)] for three years [46]. None had synchronous or metachronous multiple cancers in other organs. Relevant clinical and survival data were available for all patients. In this series, all M_1_ tumors had distant lymph node metastases but no organ metastasis. Disease stage was defined in accordance with the International Union Against Cancer tumor-lymph node-metastases (TNM) classification [47]. The median follow-up period for the surviving patients was 40.5 months (range, 0.16 to 156.9 months). Additional tissue samples, including normal and precancerous regions of the esophagus and non-esophageal SCC, were also obtained from patients treated at Tokushima University. Formal written consent was obtained from all patients after approval of all aspects of these studies by the local ethics committee (Kyoto Prefectural University of Medicine and Tokushima University).

### Antibodies

The antibodies used in this study are listed in Supplementary Table S6.

### Immunohistochemical staining and scoring

Paraffin-embedded sections (4-μm thick) were subjected to IHC staining for each protein using the avidin–biotin-peroxidase method. Briefly, antigen retrieval was performed by heating dewaxed and dehydrated sections in Dako Real Target Retrieval Solution (DAKO, Glostrup, Denmark) at 98°C for 30 min. Then, the sections were treated with 0.3% H_2_O_2_ for 30 min to quench the endogenous peroxidase and treated with protein blocker. Next, the sections were incubated with primary antibodies at 4°C overnight. After incubation with secondary antibodies, an R.T.U. VECTASTAIN Universal Quick Kit (Vector Laboratories; Burlingame, CA, USA) and a Universal LSAB™+ Kit/HRP (DAKO) were used for colour development with diaminobenzidine tetrahydrochloride. The sections were counterstained with Mayer's hematoxylin, dehydrated in ascending grades of ethanol and mounted.

Tumor tissues were compared with paired non-tumor tissues. The percentage of the total cell population expressing the target protein and the overall staining intensity in tumor cells were evaluated for each case at 200× magnification. Expression of a target protein was considered positive when over 10% of the tumor cells showed strong or diffuse staining. The nuclear TIA1 staining intensity was considered positive (+) when the cell showed staining that was stronger than that seen in non-tumor esophageal epithelial cells in the parabasal layer, whereas the intensity of cytoplasmic TIA1 staining was considered positive (+) when the cells more or less showed staining. All stained slides were blindly and independently evaluated by two investigators without knowledge of the clinicopathological data, and any discordant result was settled by using a conference microscope.

### Quantitative real-time PCR

One microgram of total RNA was reverse-transcribed using the PrimeScript RT reagent kit (TaKaRa, Otsu, Japan). Transcript levels were quantified using the specific primer sets (Supplementary Table S7) and SYBR Green Master Mix (Applied Biosystems, Waltham, MA, USA), as described elsewhere [48]. *GAPDH* mRNA and *18S* rRNA levels were also measured and used as internal controls for normalization.

### Western blot analysis

Whole-cell lysate preparation and western blot analysis were performed as previously described [49]. Subcellular components were isolated using a NE-PER Nuclear Protein Extraction Kit (Thermo Fisher Scientific, Waltham, MA, USA) according to the manufacturer's instructions.

### Fluorescent immunocytochemical staining

Cells were cultured on chamber slides, fixed in 4% paraformaldehyde for 30 min at room temperature, permeabilised with 0.1% Triton X-100 in phosphate-buffered saline (PBS) for 1 min and treated with blocking reagent (1% BSA) for 30 min. After the cells were incubated with primary antibodies for 1 h at room temperature, the bound antibody was visualized using fluorescence-labelled secondary antibodies. After mounting using ProLong Gold Antifade Reagent with 4′, 6-diamidino-2-phenylindole (DAPI), the cells were observed under a fluorescence microscope (LSM510; Carl Zeiss, Oberkochen, Germany).

### Plasmid construction

The full coding sequences of human *TIA1 variant 1* (NM_022037), *TIA1 variant 2* (NM_022173), *SKP2* (NM_005983), and *CCNA2* (NM_001237) were amplified by PCR (Supplementary Table S7) using cDNA prepared from KYSE140 cells. These coding sequences were cloned into the mammalian expression vector pCMV-3Tag1A (Stratagene, La Jolla, CA, USA) to append the FLAG epitope to their NH_2_ termini. FLAG-tagged TIA1 variants were amplified by PCR (Supplementary Table S7) and cloned into the retroviral vector pMXs-Neo (Cell Biolabs, San Diego, CA, USA). The 3′ UTR of *SKP2* were amplified by PCR (Supplementary Table S7) using cDNA prepared from KYSE140 cells, and ligated into the pmirGLO vector (Promega, Madison, WI, USA) to generate the plasmid expressing a chimeric RNA that contains the *Luc2* CDS linked to the *SKP2* 3′ UTR (pmirGLO-SKP2).

### Stable transfection experiments

To establish ESCC cell lines stably overexpressing each TIA1 isoform, cells were infected with each TIA1 variant-expressing retroviruses and selected by treatment with 0.5 mg/mL G418 for four weeks. Control cells were obtained using retroviruses obtained from the empty pMXs-Neo vector that were packaged in PLAT-A cells. Clones were subsequently isolated, subcultured and tested for TIA1 overexpression by western blot and FIC.

### Transient transfection experiments

Various siRNAs targeting mRNAs of TIA1 (#1-3), each TIA1 isoform, SKP2, and CCNA2, as well as control siRNAs (Supplementary Table S8), were transfected separately into ESCC cells at a final concentration of 10 nM using Lipofectamine RNAiMax reagent (Invitrogen, Carlsbad, CA, USA). A control plasmid (pCMV-3Tag1A), a pCMV-3Tag1A-containing FLAG-tagged TIA1 variant 1 (pTIA1[v1]-FLAG), a pCMV-3Tag1A-containing FLAG-tagged TIA1 variant 2 (pTIA1[v2]-FLAG), and pmirGLO-containing *SKP2* 3′ UTR (pmirGLO-SKP2) were transfected separately into ESCC cell lines or HEK293 cells using Lipofectamine-2000 reagent (Invitrogen).

### Cell proliferation and cell cycle analyses

Cell growth was assessed at the indicated time after cell seeding (5 × 10^3^ cells/96-well plate) using a water-soluble tetrazolium (WST) salt assay (Cell Counting Kit-8; Dojindo, Mashikimachi, Japan) according to the manufacturer's instructions. The results are expressed as the mean absolute absorbance at the indicated time divided by the mean absolute absorbance of each sample cultured for 24 h after seeding.

For colony formation assays, cells infected with either mock-, pTIA1[v1]-FLAG- or pTIA1[v2]-FLAG-expressing retroviruses (1,000 cells/well) were plated in six-well plates and treated with 0.5 mg/mL G418 for two weeks. The colonies in each well were stained with crystal violet, and the areas of colonies formed were determined using ImageJ software (http://imagej.nih.gov/ij/).

For spheroid formation assays, 100 μL/well of cell suspensions at optimized densities (10,000 cells/mL) were dispensed into PrimeSurface 96-well round-bottomed plates (Sumitomo Bakelite, Tokyo, Japan). Plates were centrifuged for 5 min at 1,000 rpm and incubated at 37°C in an atmosphere of 5% CO_2_. The areas of the spheroids formed were determined using ImageJ software.

Cell cycles were evaluated by FACS as described elsewhere [50]. Cell counting was performed using a FACSVerse flow cytometer (Becton Dickinson, Mountain View, CA, USA).

### Ribonucleoprotein immunoprecipitation assay

Immunoprecipitation of ribonucleoprotein complexes was performed using the RiboCluster Profiler RIP-Assay kit (Medical & Biological Laboratories, Nagoya, Japan) according to the manufacturer's protocol. Briefly, cytoplasmic lysates (500 μg protein) prepared from ESCC cells were incubated for 1 h at 4°C with 80 μL of a 50% (v/v) suspension of protein A agarose beads precoated with 15 μg of rabbit IgG_1_ (Medical & Biological Laboratories) or rabbit anti-TIA1 antibody (Supplementary Table S6). After the quality and quantity of RNAs in the input lysates and the IP materials were assessed using an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA), total transcripts and immunoprecipitated transcripts were analyzed using microarray and/or RNA sequencing (RNA-seq).

Microarray data were obtained using a whole human genome microarray (8 × 60 k, Agilent Technologies), as described previously [50], and analyzed using GeneSpring 13.0 software (Agilent Technologies). All microarray data are available at the Gene Expression Omnibus (GSE71342).

To prepare the template for RNA-Seq, first- and second-strand cDNA synthesis was performed using 100 ng of RNA. This was followed by single-primer isothermal amplification using an NEBNext Ultra RNA Library Prep Kit for Illumina (New England Biolabs, Ipswich, MA, USA) according to the manufacturer's protocol. These steps amplified polyA- and non-polyA-tailed RNAs and removed ribosomal RNA. The cDNA library was sequenced using an Illumina MiSeq instrument (Illumina). The quality of the bases was checked using the FASTQC program. Called bases were aligned to the human hg19 genome using the Tophat program, the Bowtie algorithm and Ensembl hg19 (v62) as gene model annotations, followed by genomic mapping. The aligned reads were assembled into transcripts (both known and novel) using the Cufflinks program with Ensembl hg19 (v62) transcripts as a guide. FPKM (fragments per kilobase of exon model per million mapped reads) values were calculated after fragment bias correction and normalization to total hits. The data were visualized in the UCSC genome browser. All RNA-seq data are available at the DNA Data Bank of Japan (PRJDB4086).

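GAPDH lies on the plus strand of chromosome 12 of GRCh37 from 6643678 to 6647540 and was measured by 1 probe in 10 spots on each array. The geometric mean of its signal over these spots, before scaling, was 135771 and 131367 on the TIA1 RIP arrays and 145089 and 55429 on the total RNA arrays. Scaled to the 75th percentile of the array, its log2 signal was 6.59 ± 0.14 (SD, n = 2) in TIA1 RIP and 8.65 ± 1.39 (SD, n = 2) in total RNA. The log2 ratio of TIA1 RIP to total RNA was -2.06 (standard error 0.93). In limma its unadjusted p-value was 0.0615, and the p-value adjusted over all 13039 genes was 0.776. With the replicate number as a block, the adjusted p-value was 0.24. GAPDH ranked 69 of 13039 genes by its signal in total RNA, and 5.53% of all genes had a lower log2 ratio. Among the 200 genes with the brightest signal in total RNA, 36.5% had a lower log2 ratio, and their median was -1.81. The log2 ratio fell with the brightness of the gene, from a median of 0.59 in the decile of genes dimmest in total RNA to -1.09 in the brightest decile. The signal in total RNA enters both the log2 ratio and this ranking, so the values are not independent. Scaled to the E1A spike-ins of the arrays, an alternative chosen after seeing the data, the log2 ratio of GAPDH was 2.75 (adjusted p = 0.186 from limma). ACTB, another abundant mRNA, had a log2 ratio of -1.83, and 8584 genes were enriched more than 2.5-fold relative to it.

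**Figure D3:**
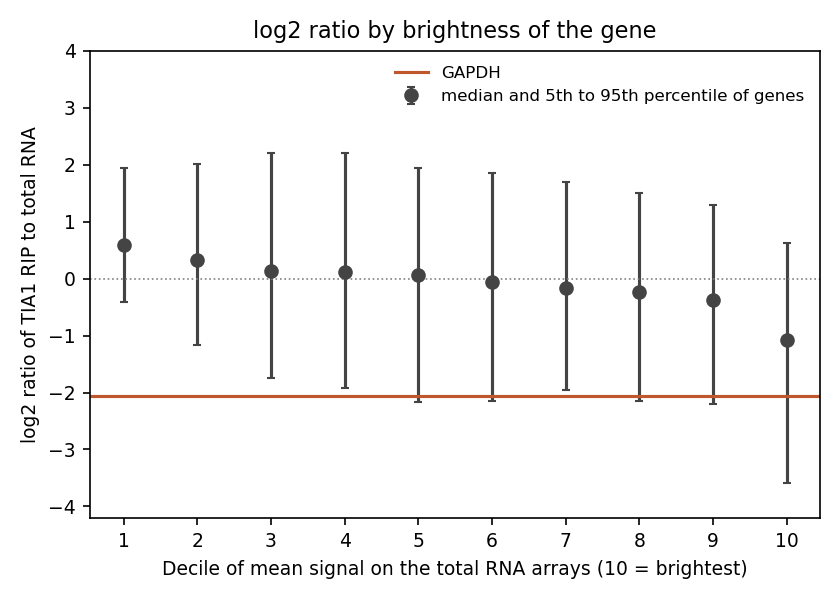
log2 ratio of TIA1 RIP to total RNA (vertical axis) by decile of the mean signal on the total RNA arrays (horizontal axis). Points are the medians of the genes in each decile and bars run from their 5th to their 95th percentile, and the horizontal line at -2.06 is GAPDH.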

After mRNA expression was normalized to constitutive mRNA expression levels determined by microarray, the association of mRNAs with TIA1 was assessed by estimating the enrichment of mRNAs in TIA1 IP samples, compared with those of *GAPDH* mRNA, an abundant mRNA that is not a target of TIA1.

The enrichment analyses of the set of TIA1 target genes and functional pathways related to this gene set were performed using GO enrichment analysis and KEGG pathway analysis, respectively. Over-representation of specific GO and KEGG pathways in a gene set was statistically analyzed by DAVID Bioinformatics Resources 6.7 software (http://david.abcc.ncifcrf.gov/home.jsp) [51, 52]. The enrichment *P*-value calculation, i.e. number of genes in the list that hit a given biology class as compared to pure random chance, was performed with Benjamini and Hochberg multiple testing correction.

### Biotin pulldown analysis

cDNA corresponding to each gene fragment was used as a template for the *in vitro* synthesis of biotinylated transcripts. The T7 RNA polymerase promoter sequence was added to the 5′ ends of all of the fragments using PCR (Supplementary Table S7). The biotinylated *GAPDH* 3′ UTR was prepared as previously described [49]. Biotinylated RNAs were synthesized using the MaxiScript T7 kit (Ambion, Austin, TX, USA). Whole-cell lysates (40 μg for each sample) were incubated with one of the purified biotinylated fragments (4 μg) for 1 h at room temperature. Complexes were isolated with paramagnetic streptavidin-conjugated beads (Dynabeads M280 Streptavidin; Invitrogen), and bound proteins in the pulldown materials were assayed by western blot analysis using anti-TIA1 antibody as described above.

### mRNA decay assay

To measure relative mRNA stabilities in cells with normal TIA1 or reduced TIA1 levels, cultures were treated with 2 μg/mL transcriptional inhibitor, actinomycin D (Merck Millipore, Darmstadt, Germany), for the indicated times. At subsequent times, mRNA levels were measured by qPCR and normalized to *18S* rRNA levels. The data are expressed as percentages of each mRNA level before exposure to actinomycin D (time zero).

### Protein decay assay

To measure relative protein stabilities in cells with normal TIA1 or reduced TIA1 levels, cultures were treated with 0.1 mg/mL translational inhibitor, cycloheximide (Sigma-Aldrich, St Louis, MO, USA), for the indicated times. At subsequent times, protein levels were assayed by western blot analysis.

### Sucrose gradient polyribosome fractionation

KYSE180 cells at < 80% confluence were incubated for 5 min in 0.1 mg/mL cycloheximide and then lifted in 1mL PEB lysis buffer (0.3 M NaCl, 15 mM MgCl_2_, 15 mM Tris-HCl, pH 7.6, 1% Triton X-100, and 0.1 mg/mL cycloheximide) by scraping and lysed on ice for 10 min. The lysates were centrifuged at 14,000 rpm at 4°C for 10 min. The supernatant (1 mg protein) was layered onto liner 10–50% sucrose gradient. After centrifuging at 4°C for 90 min at 39,000 rpm, 500 μL fractions were collected. RNA for qPCR in each fraction was extracted with TRIzol-LS Reagent (Thermo Fisher Scientific) according to the manufacturer's instructions.

### Luciferase reporter assay

PmirGLO-SKP2 or control plasmid (pmirGLO) was transfected into ESCC cells in which endogenous TIA1 was silenced by siRNA. After 48 h, cultures were treated with 2 μg/mL actinomycin D (Merck Millipore) for the indicated times. At subsequent times, *Luc2* mRNA levels were measured by qPCR and normalized to *18S* rRNA levels. The data are expressed as percentages of each mRNA level before exposure to actinomycin D (time zero).

### Statistical analysis

The clinicopathological variables pertaining to the corresponding patients were analyzed by using the *χ* ^2^ test or Fisher's exact test. For survival analysis, Kaplan–Meier survival curves were constructed for groups based on univariate predictors, and differences between the groups were tested using the log-rank test. Univariate and multivariate survival analyses were performed using the likelihood ratio test of the stratified Cox proportional hazards model. Differences between subgroups were evaluated using Student's *t*-test. Differences were assessed with a two-sided test and considered significant at the *P* < 0.05 level.

## SUPPLEMENTARY MATERIALS FIGURES AND TABLES

How the deposited data were processed for this re-analysis (not part of the article)

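RNA from anti-TIA1 immunoprecipitates of KYSE180 cytoplasmic lysates (TIA1 RIP) and total RNA (input) of KYSE180 cells were each hybridized to 2 single-colour Agilent whole human genome arrays, 4 arrays in all. The condition and replicate number of each array come from the sample labels and the paper's methods, and the pairing of same-numbered arrays comes from the replicate numbers in the labels. RNA from IgG immunoprecipitates, the RIP-seq reads and the RIP-qPCR measurements were not analysed here.

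The authors scanned the arrays and deposited the output of Agilent Feature Extraction 10.7.1.1, which holds for each spot a fluorescence intensity on a linear scale: the processed signal after background subtraction and detrending, and the raw median intensity of the spot and of its background. The deposited files also hold other columns for each spot, the flags for uneven, deviant, saturated and detected spots, and these flags were used as filters. The files are not normalized between arrays. The authors analysed the arrays further in GeneSpring, and normalized the immunoprecipitated mRNAs to constitutive mRNA levels before the comparison with GAPDH. The paper's text does not name the scaling between arrays, the detection filter or a test for this step. Its statistics section names tests for patient data and for differences between subgroups in general, with a two-sided threshold, and does not mention the arrays.

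The processed signal of each spot was converted to log2 and spots flagged as uneven or deviant were left out of the 58717 spots other than controls. The 75th percentile over the remaining spots was subtracted on each array, and the spots of a probe were averaged. A probe was called detected on an array when at least a share of 0.5 of its spots was well above background, and was kept when it was detected on both arrays of at least 1 group. This kept 20100 probes. Probe identifiers were matched to gene symbols through RefSeq accessions (a table for a later assembly, used for names only) and GENCODE transcripts on GRCh37, the build named in the file headers. Symbols were found for 34510 of 50599 probes, and for 97.3% of the probes with an mRNA accession. The detected probes of a symbol were averaged, which gave 13039 genes. Coordinates, transcript lengths and GC content come from the GENCODE annotation on GRCh37, and 11599 of the 13039 genes (89.0%) had a protein-coding transcript with these features.

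Enrichment relative to GAPDH was the difference between the group means minus the same difference for GAPDH, and genes past 2.5-fold were counted in each direction. limma 3.58.1 in R 4.3.3 (lmFit and eBayes) tested TIA1 RIP against total RNA, on the 75th percentile scale and on values from which the GAPDH value of the same array had been subtracted, with Benjamini-Hochberg adjusted p-values and a threshold of 0.05. The same fits were made with the replicate number as a block. GAPDH itself was left out of the fit relative to GAPDH. The median log2 ratio of a gene list was compared with 10000 random lists of the same size, matched on mean log2 signal in 20 bins and, where stated, on GC content or transcript length in 10 bins. Percentiles of such lists describe these arrays and are not p-values. The gene lists were written from symbol stems, and the list of small RNAs without a poly(A) tail was added after the histone genes had been seen. Its cytoplasmic members were picked by symbol after the values of the small RNAs had been seen. The histone list was matched to current symbols through RefSeq's older symbols, after a first match by the listed symbols had found very few genes. The list of nuclear noncoding RNAs had 3 detected members and was not evaluated. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15, and tables were joined with pandas 2.3.3.

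The gene lists, the alternatives and the rule for the genes named in the text were set before the data were examined, with some exceptions. These are the list of small RNAs, the matching of the histone list to current symbols and 4 alternatives. The rule takes every gene the paper names for the RIP, the gene lists, and the 5 highest and the 5 lowest genes with an mRNA accession, detected on all 4 arrays, past the adjusted threshold on the 75th percentile scale and changed the same way in both same-numbered pairs. No gene passed that threshold in the fit without the block (144 higher and 524 lower at an unadjusted p-value under 0.05). The rule uses that fit, so its last part named none. With the replicate block on the same scale, 57 genes were higher and 299 lower past the adjusted threshold. The genes the rule names are reported, except a single gene that is not reported here. ACTB was added as a second reference among the alternatives. The alternatives covered the background correction, the scaling, the detection filter, a floor, the choice of probe, the reference gene, the fold, the block and each array left out. The deposited columns have the median intensity of each spot, which was used for the normexp alternative (offset 50) in place of a mean. The fit was tested on simulated arrays drawn from the real gene means, with 200 of 13039 genes shifted by 2 on the log2 scale. With a spread of 0.2 between replicates, 200 of the shifted genes and 8 others passed the adjusted threshold. With the spread of these arrays (median SD 0.84), 0 passed. The number of arrays limits the precision of every value.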

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

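The tests of transcript length and of other RNAs without a poly(A) tail for the histone genes were chosen before their results were seen. All other tests of explanations in this part were chosen after the pattern they bear on had been seen. The paper does not discuss the gene lists below. Of 9 gene lists outside those the paper discusses, 3 lay beyond the central 95 percent of random lists matched on mean signal.

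The replication-dependent histone genes, whose mRNAs lack a poly(A) tail, stood far below the other genes in TIA1 RIP. The median log2 ratio of the 64 detected genes was -3.35 relative to the median of all genes, and 62 of them lay below that median in all 4 pairs of arrays. In limma, 43 had an unadjusted p-value under 0.05 and 0 an adjusted one (lowest adjusted p = 0.59). Several technical explanations were tested, each by the percentile of the histone genes among random lists. Short transcripts gave a percentile of 0 when length was matched as well, GC content gave 0 when it was matched, total RNA replicate 2 gave 0 when it was left out, and the normalization gave 0 with quantile normalization. A percentile of 0 is the floor of this measure, so it cannot show a partial effect. The median relative to all genes was -3.33 with quantile normalization, -2.24 against total RNA replicate 1 alone and -4.40 against total RNA replicate 2 alone, so the size of the difference varied with the total RNA array. The matched lists had a median log2 ratio of -0.19, and of -0.69 with GC content matched as well, against -3.39 for the 59 histone genes that had a GC value. Total RNA replicate 2 and GC content may thus account for part of the difference, but under each of these settings no matched list had a median as low as that of the histone genes. The missing poly(A) tail was tested on 154 small RNAs that also lack it, such as snoRNAs, RN7SK and vault RNAs. Their median was -3.55 relative to all genes, at percentile 0, and 153 of them lay below the median. Most of these small RNAs are nuclear, and the immunoprecipitates came from cytoplasmic lysates. The paper's methods speak of RNA in the input lysates, and neither they nor the labels of the arrays state whether the total RNA came from the cytoplasmic lysates or from whole cells. If it came from whole cells, nuclear location would predict the same fall. Of the 154, 3 are cytoplasmic (RN7SL1, VTRNA1-2 and VTRNA1-3), and their median was -3.25 relative to all genes on the means and -2.86 against total RNA replicate 1 alone. So few genes cannot separate nuclear location from the missing tail. A candidate explanation is that RNAs without a poly(A) tail were lost from the immunoprecipitates or from their labelling. Low binding by TIA1 cannot be told apart from this, and near-identical copies of histone genes may share probes.

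The cytoplasmic ribosomal protein genes had a median log2 ratio of -1.23 relative to all genes (79 genes, percentile 0.4). Bright spots fell in general: among the 200 genes brightest in total RNA replicate 1, the ribosomal protein genes differed from the others by -0.03 on the means and by -0.24 against replicate 1 alone, in keeping with compression of bright spots. Genes bright in total RNA are also drawn to lower ratios by the choice itself. After quantile normalization, the median relative to all genes was -0.26, at percentile 21.2 of matched lists. With transcript length matched, the percentile was 1.23, so short transcripts alone do not account for the pattern. The percentile was 0 with GC content matched as well and 0 against total RNA replicate 1 alone (-1.15 relative to all genes), but 21.2 against total RNA replicate 2 alone (-1.33 relative to all genes). Lists matched on mean signal had a median log2 ratio of -0.91 on the means, against -1.26 for the ribosomal protein genes, and of -0.31 against total RNA replicate 1 alone, where the ribosomal protein genes had -1.07. Brightness as matched there therefore does not fully account for the pattern, although each of its 20 bins holds more genes than the 200 brightest. Compression of bright spots and scaling remain candidate explanations for part of it. The list stayed below the median of all genes under each setting given here, but it lay among the matched lists after quantile normalization and against total RNA replicate 2 alone. No biological explanation was tested.

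The lincRNAs and uncharacterized genes had a median log2 ratio of -0.28 relative to all genes (278 genes, percentile 0). Against total RNA replicate 1 alone, the median was 0.32 relative to all genes and the percentile 99.7, so the direction reverses with the total RNA array. With probes detected on all 4 arrays, the percentile was 67.7. With quantile normalization, the median was -0.35 relative to all genes, at percentile 0. Total RNA replicate 2 is a candidate source of the low value on the means. GC content and length were not tested for this list, and no biological explanation was tested.

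The control RNAs added for labelling (E1A spike-ins) were dimmer on the TIA1 RIP arrays. The median difference of the 6 spike-ins detected on all 4 arrays was -2.19 on the log2 scale, between -2.57 and -1.66. The other 4 spike-ins were not detected on all arrays, and their differences, from -2.89 to 2.80, were left out. A weaker hybridization or scan of the TIA1 RIP arrays goes against the 75th percentile signal, which was higher by 0.96 than on total RNA replicate 1. Less spike-in RNA per labelled cellular RNA remains possible. The differences of these 6 spike-ins are the pattern itself and cannot test this, and the amounts added are unknown here. The 75th percentile scale and the spike-in scale therefore give different directions for many genes. No biological explanation was tested.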

How the results depend on the processing

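Alternatives were set before the data were examined, except 4 that were chosen after seeing the data: removing transcript GC content per array, doing so with the replicate block, scaling to the E1A spike-ins, and requiring the fold in all 4 pairs of arrays. No spot was marked as saturated, so leaving saturated spots out changed nothing. The choice among GAPDH probes was not run, because a single GAPDH probe was on the arrays. For the fits that left out an array, tests were not run, because a group then has 1 array.

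The 9444 genes enriched over 2.5-fold stayed within 1.5 times of that count with normexp correction, without a detection filter, with a floor, with other summaries of probes, with ACTB as reference and with folds of 2 and 4. Some settings also changed the number of genes tested, so their counts are not shares. The count was 9444 of 13039 genes in the main setting, 13676 of 24133 without a detection filter and 5933 of 9238 for probes detected on all 4 arrays. Of these shares, that without a filter was the lowest. The count was 4348 with quantile normalization, 5933 for probes detected on all 4 arrays, 1636 relative to the median of all genes, 5606 past the fold in both same-numbered pairs and 3419 in all 4 pairs. It ran from 5510 to 10106 across the 4 fits that each left out an array, and 5510 was the count without total RNA replicate 2. The 211 depleted genes became 137 with normexp correction, 623 with quantile normalization, 121 for probes detected on all 4 arrays, 1776 relative to the median of all genes, 132 at a fold of 4, 88 for genes with an mRNA accession, 113 in all 4 pairs and 101 with GC content removed. They ran from 220 to 286 across the fits that left out an array. For each of these shifts, the cause was not tested.

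The count of 0 genes past both the fold and the adjusted threshold stayed at 0 under each other alternative that was run for it, the replicate block included, while between 156 and 5779 genes passed the fold at an unadjusted p-value under 0.05. The exception was GC content removed with the replicate block, one of the settings chosen after seeing the data, where it was 6145. The noise of GAPDH is shared by all genes in these fits. Of the 8 regulators, 7 then passed the adjusted threshold and CHEK1 did not (adjusted p = 0.0607). All 6963 genes past the fold had an unadjusted p-value under 0.05 under that setting, so passing largely restated the fold. On the 75th percentile scale, the counts of 0 genes higher and 0 lower became 57 and 299 with the replicate block, and with GC content removed as well they were 0 and 0 (892 and 1150 at an unadjusted p-value under 0.05). With spike-in scaling, 8320 genes were higher (9773 at an unadjusted p-value under 0.05) and 0 lower (0 at an unadjusted p-value under 0.05). That scaling moved the median log2 ratio of all genes from -0.04 to 4.77, and quantile normalization moved it to 0.13. Spike-in scaling subtracts a constant from each array, so values relative to all genes or to GAPDH do not change with it.

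The log2 ratio of GAPDH was -2.06 and stayed below 0 under each alternative that was run for it except spike-in scaling, where it was 2.75. It was -0.61 with quantile normalization and ran from -3.04 to -1.08 across the fits that left out an array. The number of regulators and FAS over 2.5-fold, 9 of 9, was 2 relative to the median of all genes and 8 with quantile normalization. FAS had no transcript features, so 8 of 8 genes were counted with GC content removed. It ran from 5 to 9 across the fits that left out an array, with 5 without total RNA replicate 2. The median log2 ratio of the cell cycle genes, 0.56, was 5.36 with spike-in scaling, which shifts all genes, and ran from -0.11 to 1.05 across the fits that left out an array. The negative value came without total RNA replicate 2. With GC content removed, the median was 0.12, at percentile 89.2 of random lists. It was 0.25 for probes detected on all 4 arrays (percentile 99.98) and 0.74 with quantile normalization (percentile 100). Values of single genes moved as well: the log2 enrichment of CCND1, 2.40, was 0.37 relative to the median of all genes, and that of CDK6, 3.31, was 0.03 without total RNA replicate 2.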

Differences from the paper's values

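The paper reports 2679 mRNAs past 2.5-fold relative to GAPDH in both RIP-chip and RIP-seq, and 9444 genes passed 2.5-fold in RIP-chip alone, since RIP-seq was not analysed here. None of the alternatives set before the data were examined brought the count within 1.5 times of the paper's 2679. Restricted to genes with an mRNA accession, the count was 8588, with quantile normalization it was 4348, and relative to the median of all genes it was 1636. Requiring the fold in all 4 pairs of arrays gave 3419 genes, which is within 1.5 times of the paper's 2679, but this setting was chosen after seeing the values.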

Other observations

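All tests in this part were chosen after the result they bear on had been seen.

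Total RNA replicate 2 stood apart from the other arrays. Its signals correlated with those of total RNA replicate 1 at r = 0.733 across genes, while TIA1 RIP replicate 1 and total RNA replicate 1 correlated at 0.936, as closely as the TIA1 RIP arrays with each other (0.932). Weaker hybridization or scan goes against the spike-ins, which were brighter by a median of 0.34 on the log2 scale on replicate 2, while the 75th percentile signal fell by 3.35. GC content accounts for part of the difference: the rank correlation across genes of the log2 difference between the total RNA arrays with transcript GC content was -0.716, and the SD of that difference went from 2.00 to 1.43 once GC content was removed, still above the 0.89 between the TIA1 RIP arrays. A lower share of poly(A) RNA on replicate 2 could also play a part, since the unscaled signal of small RNAs without a poly(A) tail fell by 1.36 and that of all genes fell by 2.97. This does not settle it. The correlations do not settle whether a sample was mislabelled. Once GC content was removed, Pearson's r of replicate 2 was 0.856 with TIA1 RIP replicate 2 and 0.839 with total RNA replicate 1. Without that step the order of Pearson's r was the opposite (0.723 and 0.733), while that of the rank correlations was not (0.686 and 0.675). The histone genes go against a swap with a TIA1 RIP array: their median relative to all genes was 5.36 on replicate 2, which is 4.73 above the mean of the TIA1 RIP arrays (0.79 and 0.46), and 3.29 on total RNA replicate 1. The spike-ins also placed replicate 2 with replicate 1, with a median log2 signal of 14.90 and 14.56, compared with 12.52 and 12.40 on the TIA1 RIP arrays. A sample from another source was not tested. No biological explanation was tested, and genes are not independent replicates.

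The large share of genes past 2.5-fold relative to GAPDH may reflect GAPDH falling with the other bright transcripts, since GAPDH lay at percentile 36.5 of the 200 genes brightest in total RNA. Genes chosen for a bright signal in total RNA tend to low ratios by that choice, so the test does not separate compression from selection. The fall of that share with GC content may come from total RNA replicate 2: the gap between the lowest and the highest GC decile was 59.5 percentage points on the means and 8.1 against total RNA replicate 1 alone.

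The higher log2 ratio of the cell cycle genes may come from total RNA replicate 2 and GC content. Its percentile among matched lists was 5.24 against total RNA replicate 1 alone, where the direction reverses, and 91.8 with GC content matched over both replicates. With GC content matched against total RNA replicate 1 alone, the percentile was 1.82. In the pairs with total RNA replicate 1, the cell cycle genes lay at percentiles 16.5 and 2.32. With quantile normalization, the list stayed higher, at 0.61 relative to all genes.

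TIA1 is known to bind U-rich sequence, so the U content of 3′ UTRs was examined. Across 11560 genes, its rank correlation with the log2 ratio was 0.588 on the means, and 0.616 with the difference between the total RNA arrays, in which no antibody took part. Against total RNA replicate 1 alone the larger of the 2 values was 0.124, in keeping with total RNA replicate 2 as the source. Given coding GC content, the value was 0.273 between the total RNA arrays and 0.032 between the TIA1 RIP arrays. Against total RNA replicate 1, the values were 0.152 and 0.086. Binding of U-rich 3′ UTRs by TIA1 could give such small values, but they rest on a single total RNA array and cannot be told apart from noise shared with it.

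FAS, which the paper describes as a known TIA1-binding transcript, had a log2 enrichment of 3.88 relative to GAPDH in RIP-chip (adjusted p = 0.221 from limma), past 2.5-fold in 4 of 4 pairs of arrays. Its fold was 5.07 and 5.22 against total RNA replicate 1, and its 3 probes had log2 enrichments of 4.64, 2.18 and 4.81 on the means. Only the probe at 2.18 was detected on all 4 arrays, so the log2 enrichment of FAS was 2.18 under that filter. It lies on chromosome 10 of GRCh37 from 90750414 to 90775542. The RIP-qPCR values of the paper were not analysed here.

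Of the other gene lists, the C2H2 zinc finger genes stood at 0.05 relative to all genes over both replicates (300 genes, percentile 42.6), at 0.22 with quantile normalization and at -0.38 against total RNA replicate 1 alone (percentile 0), so their direction depends on the total RNA array. With GC content matched over both replicates, they stood at -0.02 and at percentile 0.01. The mitochondrial ribosomal protein genes stood at -0.15 relative to all genes (77 genes, percentile 74.9), at 0.02 with quantile normalization and at -0.50 against total RNA replicate 1 alone (percentile 0.1), so their direction also depends on the setting. With GC content matched over both replicates, they stood at -0.20 and at percentile 4.38. The proteasome genes stood at -0.14 over both replicates (37 genes, percentile 86.2), at -0.61 against total RNA replicate 1 alone (percentile 1.07), at 0.18 against total RNA replicate 2 alone (percentile 96.5) and at -0.16 with quantile normalization. With GC content matched, their percentile was 18.7. The mitochondrially encoded genes stood at -0.97 over both replicates (12 genes, percentile 39.0) and at 0.65 with quantile normalization (percentile 98.6), so their direction reverses with the scaling, and their percentile was 0.14 with GC content matched. The oxidative phosphorylation genes stood at -0.60 over both replicates (59 genes, percentile 51.7), at -0.58 against total RNA replicate 1 alone (percentile 0.5) and at -0.26 with quantile normalization, and the percentile was 1.88 with GC content matched. The keratin genes stood at -0.40 over both replicates (27 genes, percentile 22.1), at 0.01 against total RNA replicate 1 alone, at -1.31 against total RNA replicate 2 alone (percentile 1.32) and at -0.53 with quantile normalization, while their percentile was 88.1 with GC content matched. No biological explanation was tested for these lists.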
